# Genome-wide Twist1 occupancy in endocardial cushion cells, embryonic limb buds, and peripheral nerve sheath tumor cells

**DOI:** 10.1186/1471-2164-15-821

**Published:** 2014-09-28

**Authors:** Mary P Lee, Nancy Ratner, Katherine E Yutzey

**Keywords:** Twist1, Endocardial cushions, Limb buds, Peripheral neuron sheath tumor cells, ChIP, ChIP-seq

## Abstract

**Background:**

The basic helix-loop-helix transcription factor Twist1 has well-documented roles in progenitor populations of the developing embryo, including endocardial cushions (ECC) and limb buds, and also in cancer. Whether Twist1 regulates the same transcriptional targets in different tissue types is largely unknown.

**Results:**

The tissue-specificity of Twist1 genomic occupancy was examined in mouse ECCs, limb buds, and peripheral nerve sheath tumor (PNST) cells using chromatin immunoprecipitation followed by sequencing (Chip-seq) analysis. Consistent with known Twist1 functions during development and in cancer cells, Twist1-DNA binding regions associated with genes related to cell migration and adhesion were detected in all three tissues. However, the vast majority of Twist1 binding regions were specific to individual tissue types. Thus, while Twist1 has similar functions in ECCs, limb buds, and PNST cells, the specific genomic sequences occupied by Twist1 were different depending on cellular context. Subgroups of shared genes, also predominantly related to cell adhesion and migration, were identified in pairwise comparisons of ECC, limb buds and PNST cells. Twist1 genomic occupancy was detected for six binding regions in all tissue types, and Twist1-binding sequences associated with *Chst11*, *Litaf*, *Ror2,* and *Spata5* also bound the potential Twist1 cofactor RREB1. Pathway analysis of the genes associated with Twist1 binding suggests that Twist1 may regulate genes associated with the Wnt signaling pathway in ECCs and limb buds.

**Conclusions:**

Together, these data indicate that Twist1 interacts with genes that regulate adhesion and migration in different tissues, potentially through distinct sets of target genes. In addition, there is a small subset of genes occupied by Twist1 in all three tissues that may represent a core group of Twist1 target genes in multiple cell types.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-821) contains supplementary material, which is available to authorized users.

## Background

Twist1 is a highly conserved basic-helix-loop-helix (bHLH) transcription factor, which regulates cell migration, proliferation, and differentiation in progenitor populations, such as embryonic neural crest cells, cranial mesoderm, limb buds, and endocardial cushions (ECCs) [1–4]. In addition to its role in developmental processes, human TWIST1 is highly expressed in diseased heart valves and in metastatic tumor cells [5–7]. Twist1 expression is normally silenced after embryonic development, but expression is reactivated during disease, including cancer. Twist1 controls gene expression through binding E-box (5’-CANNTG-3’) consensus sites as a homodimer or heterodimer with other bHLH transcription factors [4, 8]. However, a comparison of Twist1 direct transcriptional targets in developing and diseased tissues has yet to be reported. This study focuses on identifying and comparing Twist1 genomic occupancy in developing ECC, limb buds, and a cancer cell line.

In multiple structures in the developing embryo, including the heart, limb buds, cranial sutures, skeletal elements, and neural crest derivatives, Twist1 regulates cell migration and proliferation of progenitor populations [4]. In the developing heart, *Twist1* expression is robust in the mesenchymal cells of the ECC and is subsequently down-regulated during remodeling and differentiation of the valve leaflets [9, 10]. In the ECC, Twist1 promotes cell migration and proliferation of mesenchymal cells. Direct transcriptional targets of Twist1 include genes involved in cell migration (*Tbx20, Cdh11, Sema3C*) and proliferation (*Rab39b* and *Gadd45a*) [2, 5, 9]. In the developing limbs, Twist1 is broadly expressed in the limb bud mesenchyme and strictly regulated genetic dosage of Twist1 is required for limb bud outgrowth and patterning [1, 3, 11]. Although extensive genetic studies have been performed demonstrating an essential role for Twist1 in limb patterning and morphogenesis, the direct transcriptional targets underlying these functions are only recently being elucidated [12]. In addition, it is not known if Twist1 regulates the same downstream targets in distinct progenitor populations or if there is tissue-specificity to Twist1 regulatory mechanisms in the developing embryo.

While Twist1 is largely absent from adult differentiated tissues, it is expressed in diseased heart valves and highly metastatic cancers such as breast, pancreatic, gastric, prostate, and malignant peripheral nerve sheath tumors (MPNST) [6, 7, 13, 14]. Human MPNST cells can harbor *NF1* and *p53* mutations, and murine *NF1* and *p53* mutations can cause similar nerve-associated sarcomas, peripheral nerve sheath tumors (PNST) [14–16]. siRNA-mediated knockdown of *Twist1* abrogates the migratory activity of human MPNST cells *in vitro* [14, 16]. Twist1 also is expressed in invasive carcinoma and promotes endothelial-to-mesenchymal transformation (EMT) and metastasis of tumor cells through regulation of genes involved in differentiation, adhesion, and proliferation [6, 17]. It has not previously been determined if the downstream targets of Twist1 related to regulation of cell migration or proliferation in embryonic structures and cancer cells are shared or are cell-type specific.

To investigate the tissue-specificity of Twist1 genomic occupancy, we performed chromatin immunoprecipitation (ChIP) with anti-Twist1 followed by NextGen Sequencing (ChIP-seq) in mouse embryonic day (E)12.5 ECCs, E10.5 forelimb buds, and cultured PNST cells. The specificity of Twist1 binding was confirmed by ChIP qPCR in each tissue. Potential Twist1 cofactors and intersecting signaling pathways also were identified.

## Results

### Analysis of Twist1 genomic occupancy in ECCs, limb buds, and PNST cells

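Twist1 is a basic helix-loop-helix transcription factor that binds E-box sites (5’-CANNTG-3’). ChIP-seq was performed in 3 samples, 1 for each tissue. The ECC sample came from the endocardial cushions of the atrioventricular canal, the precursors of the heart valves, in mouse embryos at E12.5. The limb bud sample came from forelimb buds of mouse embryos at E10.5, and the PNST sample came from cultured mouse peripheral nerve sheath tumor cells. Tissue from several litters, or cells from several plates, was pooled before immunoprecipitation. Each tissue therefore has no replicates, and a difference between tissues could not be compared with the variation between samples of 1 tissue.

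The authors sequenced single reads of 50 bp, mapped them to the mm9 mouse genome with Eland v2 and Bowtie, and called peaks in each sample on its own with MACS 1.4.2. The deposited values are the resulting peak lists. For each peak these give the start, end and summit in mm9, the count of tags (mapped reads) in the peak, the p-value as 10 times its −log10, the fold enrichment at the summit over the local background, and the distance to the nearest gene on each side. The headers of the lists record a p-value cut-off of 1e-05, a band width of 300 bp, a local background taken over 10000 bp and at most 1 tag kept at each position. They name no control file for any of the 3 samples, while the methods name FVB/N mouse genomic DNA as the control.

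Peaks were compared between tissues by position. A peak was counted as shared when at least 5% of its length was overlapped by a peak of the other tissue, the minimum overlap stated in the methods, and each peak was counted once. The number of shared peaks was compared with 10000 shuffles in which the counted peaks were placed at random on the span of their own chromosome. Shares are given with 95% Wilson confidence intervals, which describe the number of peaks behind a share and not the variation between embryos or cultures. Microarray expression lists were not in the files analysed here, so all values below are from before the expression filter.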

Twist1 genomic occupancy was assessed by ChIP with anti-Twist1 in mouse E12.5 ECCs, E10.5 limb buds, and PNST cells followed by deep sequencing (ChIP-seq). 

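The header of the ECC peak list gave 5702220 mapped tags, of which 3149934 remained after duplicates at the same position were removed. For limb buds, the totals were 23086861 tags before and 14893391 after this filter. The PNST list gave 16760421 tags, with 11823220 remaining. The redundant rate was 0.45 in ECCs, 0.35 in limb buds and 0.29 in PNST cells. The fragment length estimated by MACS was 63 bp, 48 bp and 52 bp, respectively. Tags inside peaks made up 3.51% of the filtered tags in ECCs, 4.32% in limb buds and 0.85% in PNST cells (no replicates). For every 1000000 filtered tags, 3481 peaks were called in ECCs, 3288 in limb buds and 638 in PNST cells.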

Next Gen Sequencing was used to generate 3,651,572 reads for E12.5 ECCs, 3,282,621 reads for E10.5 limb buds, and 9,918,784 reads for PNST cells. Resulting sequences were aligned to the mouse genome (mm9), and peaks were discovered using MACS analysis. A p-value cut-off of 1.00e-05 was used to identify 10,653 peaks for E12.5 ECCs, 8,316 peaks for E10.5 limb buds, and 7,259 peaks for PNST cells (Figure 1A, Additional files 1, 2 and 3) relative to comparable reads for FVB/N mouse genomic DNA as a control. 

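The deposited peak lists held 10965 peaks for E12.5 ECCs, 48965 for E10.5 limb buds and 7538 for PNST cells (no replicates). Of these, 10653 ECC peaks, 47664 limb bud peaks and 7259 PNST peaks lay on the assembled chromosomes of mm9. The remaining 312 ECC, 1301 limb bud and 279 PNST peaks lay on sequences not placed on a chromosome. The median peak was 177 bp long in ECCs, 143 bp in limb buds and 149 bp in PNST cells. A median ECC peak held 6 tags, with quartiles of 5 and 8 tags. The median was 10 tags in limb buds (quartiles 8 and 12) and 8 tags in PNST cells (quartiles 7 and 10). The strongest peak held 2022 tags in ECCs, 4302 in limb buds and 1886 in PNST cells. Median fold enrichment was 26.46 in ECCs, 14.37 in limb buds and 15.17 in PNST cells. Since the fewest tags in a called peak were 5 in ECCs, 8 in limb buds and 7 in PNST cells, regions with weaker signal were not detectable at this depth. With a p-value cut-off of 1e-10, 1137 ECC peaks, 4410 limb bud peaks and 624 PNST peaks remained.

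The 3 peaks within 50 Kb of a gene with the highest fold enrichment in ECCs lay in intron 4 of Immp2l on chromosome 12 (42241689 to 42241796, 58 tags, fold enrichment 148.49), 11034 bp from Xcr1 on chromosome 9 (123782193 to 123782322, 35 tags, 145.86) and 34931 bp from Gm5506 on chromosome 18 (48170058 to 48170241, 84 tags, 145.81). In limb buds, the highest fold enrichment was 167.01 at the same Xcr1 position (123782196 to 123782323, 68 tags), followed by 146.78 at the Immp2l position (42241700 to 42241781, 62 tags) and 143.68 in intron 6 of Sorcs1 on chromosome 19 (50385098 to 50385196, 61 tags). The highest PNST peaks lay in intron 10 of Kcnh1 on chromosome 1 (194277920 to 194278015, 59 tags, 143.62), 37135 bp from D430019H16Rik on chromosome 12 (106762950 to 106763040, 52 tags, 136.99) and 40771 bp from Stt3b on chromosome 9 (115259943 to 115260085, 57 tags, 133.33). Each of these peaks overlapped a peak in both other tissues, and none held an E-box.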

In order to confirm enrichment of E-box binding sites in each data set, *de-novo* motif enrichment was performed using PscanChIP and MEME-ChIP (Additional file 4) [18, 19]. 

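E-box sites (5’-CANNTG-3’) were counted in the mm9 sequence of every placed peak, and in random regions of the same lengths on the same chromosomes, 5 for each peak. PscanChIP and MEME-ChIP, the programs used by the authors, were not run. In ECCs, 5828 of 10653 peaks held an E-box (54.7%, 95% Wilson interval 53.8 to 55.7), against 61.7% of random regions, a difference of −6.99 percentage points (odds ratio 0.75, Fisher’s exact test with Benjamini-Hochberg adjustment over the 3 tissues, q = 1.8e-40). In limb buds, the share was 56.0% (26713 of 47664 peaks, interval 55.6 to 56.5) against 56.2% of random regions (odds ratio 0.99, q = 0.52), and in PNST cells it was 54.0% (3918 of 7259, interval 52.8 to 55.1) against 55.4% (odds ratio 0.94, q = 0.042). Counted per length of sequence over pooled bases, ECC peaks held 5.67 E-boxes per Kb and random regions 5.43. The same densities were 5.61 and 5.37 in limb buds and 5.45 and 5.40 in PNST cells, and these were not tested. Restricting the count to 50 bp on each side of the summit changed the difference to −2.41 percentage points in ECCs (q = 1.12e-05), −1.09 in limb buds (q = 1.59e-05) and −0.061 in PNST cells (q = 0.93). GC content was 54.0% in ECC, 51.4% in limb bud and 42.6% in PNST peaks, against 41.8%, 41.7% and 41.8% in random regions. Random regions were not matched for GC content or for repeated sequence, in which most peaks lay. These differences therefore cannot decide whether Twist1 binds at E-boxes. From the motifs found by PscanChIP and MEME-ChIP, the paper concludes that E-box motifs were enriched in all 3 datasets.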

E-box containing motifs were significantly enriched in all datasets when analyzed by PscanChIP and MEME-ChIP (Additional file 4). 

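The peak lists give each peak’s distance to the nearest gene at lower and at higher coordinates, and the smaller of both was used. Within 50 Kb lay 6012 ECC peaks (54.8% of all ECC peaks, 95% Wilson interval 53.9 to 55.8), 25975 limb bud peaks (53.0%, interval 52.6 to 53.5) and 3728 PNST peaks (49.5%, interval 48.3 to 50.6), with no replicates. With a p-value cut-off of 1e-10, the alternative that lowered these counts most, 661 ECC, 2471 limb bud and 342 PNST peaks within 50 Kb remained. A limit of 10 Kb in place of 50 Kb kept 3194, 13316 and 1920 peaks.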

Peaks were filtered based on distance from the nearest transcriptional start site (TSS) with a threshold of 50 kilobases (Kb) resulting in 6,007 peaks for E12.5 ECCs, 4,514 peaks for E10.5 limb buds, and 3,729 peaks for PNST cells (Figure 1A). In order to compare Twist1 genomic occupancy with genes expressed in each tissue, genes associated with binding peaks in each tissue were compared to respective Affymetrix microarray gene expression data for E12.5 ECCs, E10.5 limb buds (forelimbs), and PNST cells [10, 16, 20]. The identities of genes associated with binding peaks within 50 Kb of TSS, identified by ChIP-seq were compared to the total expressed genes as detected by microarray for each tissue individually (Figure 1A, Additional file 5: Figure S5). These comparisons were used to generate lists of Twist1 binding regions corresponding to expressed genes in each tissue. For E12.5 ECCS, 3,312 Twist1 binding peaks corresponding to 2191 expressed genes were identified (Figure 1A). Twist1 occupancy was detected for 2,226 peaks corresponding to 1622 expressed genes in E10.5 limb buds, and 149 peaks corresponding to 110 expressed genes were detected for PNST cells (Figure 1A). The list of genes for PNST cells is likely an underestimate of Twist1 genomic occupancy because only genes that are expressed in both human MPNST and mouse PNST cell lines were included [14, 16]. These ChIP-seq data indicate that Twist1 occupies genomic regions associated with large numbers of genes expressed in ECCs, limb buds, and PNST cells.

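Peaks within 50 Kb named 5313 distinct genes in ECCs, 12792 in limb buds and 3453 in PNST cells (no replicates). These genes were counted without the expression filter, since the microarray lists were not in the files analysed here. Genes on either side of a peak were counted when their distance was at most 50 Kb. With only peaks of p 1e-10 or smaller, the counts fell to 728 genes in ECCs, 2467 in limb buds and 359 in PNST cells. The paper compared such gene lists with the genes expressed in each tissue, and from the genes common to both it concludes that Twist1 occupies regions associated with many expressed genes.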

**Figure 1:**
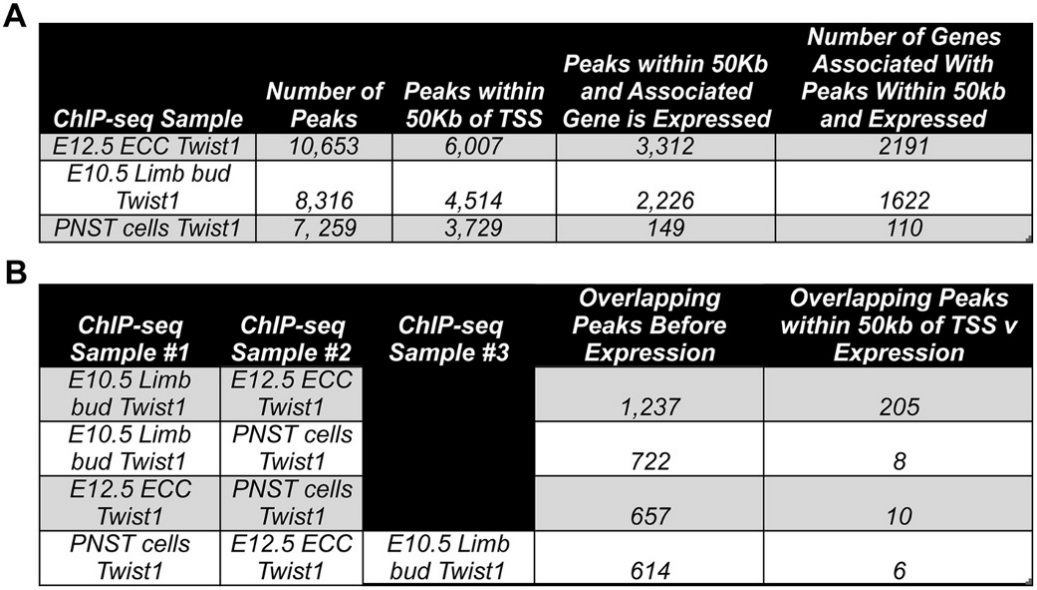
**Twist1 genomic occupancy in endocardial cushions, limb buds, and peripheral nerve sheath tumor cells. A**. Twist1 binding regions were identified by ChIP-seq followed by MACS analysis in E12.5 ECCs, E10.5 limb buds, and PNST cells compared to a control strain matched whole genome dataset. The total number of peaks, the number of peaks within 50 kilobases (Kb) of a transcriptional start site (TSS), and the number of peaks associated with expressed genes, as determined by microarray gene expression analysis of the tissue of interest, are shown. **B**. The total number of shared peaks detected by Twist1 ChIP-seq of ECC-Limb, Limb-PNST, ECC-PNST and ECC-Limb-PNST groups is shown. The number of overlapping peaks within 50 kb of a TSS for expressed genes also was determined.

Tissue-specific and shared gene targets of Twist1 in ECCs, limb buds, and PNST cells corresponding to binding regions within 50 Kb of TSS were analyzed [21]. Binding region overlap determination was performed before and after peaks were compared to gene expression profiles (Figure 1B). These analyses produced datasets containing binding regions that are unique to a specific tissue type or shared among multiple tissue types. Groups of binding regions were classified as ECC only, Limb only, PNST only, ECC-Limb, ECC-PNST, Limb-PNST, or ECC-Limb-PNST. 

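Before any expression filter, 3726 of the 48965 limb bud peaks were overlapped by an ECC peak (7.6%, 95% Wilson interval 7.4 to 7.8). After limb bud peaks were placed at random on their chromosomes, 75.5 ± 8.8 (SD over 10000 shuffles) overlapped an ECC peak, so the observed number was 49.3 times the number expected (permutation test, p = 0.0001, the smallest that 10000 shuffles can give). Adjustment over the 4 groups by Benjamini-Hochberg left this value unchanged. The shared limb bud peaks had a median of 13 tags and a median length of 165 bp, and 192 of them lay on unplaced sequences. Peaks within 50 Kb in both tissues named 4611 common genes, whether or not the peaks overlapped. When only peaks of p 1e-10 or smaller were compared, 700 shared peaks remained. By these counts, the ECC-Limb group was the largest group shared by 2 tissues.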

E12.5 ECCs and E10.5 limb buds share the most binding regions, with 1,237 shared peaks in the ECC-Limb group before comparison to mRNA expression data, and 205 ECC-Limb binding regions associated with expressed genes after comparison with mRNA expression. 

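Of the 48965 limb bud peaks, 1278 were overlapped by a PNST peak (2.6%, 95% Wilson interval 2.5 to 2.8, no replicates). Random placement gave 47.4 ± 7.0 (SD over 10000 shuffles), a ratio of 27.0 (permutation test, p = 0.0001, the smallest possible). These shared limb bud peaks had a median of 19 tags, and 164 lay on unplaced sequences. Limb buds and PNST cells had 2935 genes in common with a peak within 50 Kb. The number of shared peaks dropped to 465 when only peaks of p 1e-10 or smaller were used in both samples.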

Similarly the Limb-PNST group contains 722 shared binding regions, before the expression filter, with only 8 shared binding regions corresponding to expressed genes. 

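In the ECC-PNST comparison, 741 of the 10965 ECC peaks were overlapped by a PNST peak (6.8%, 95% Wilson interval 6.3 to 7.2, no replicates). The shuffled ECC peaks gave 12.8 ± 3.5 overlaps (SD over 10000 shuffles), and the ratio of observed to expected was 58.1 (permutation test, p = 0.0001, the smallest possible). Shared ECC peaks had a median of 16 tags and a median fold enrichment of 46.69, and 124 lay on unplaced sequences. There were 1621 genes with a peak within 50 Kb in both samples. A p-value cut-off of 1e-10 in both samples left 382 shared peaks.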

The ECC-PNST group contains 657 total shared binding regions, with 10 shared binding regions corresponding to expressed genes. 

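Before the expression filter, 681 of the 7538 PNST peaks were overlapped by both an ECC peak and a limb bud peak (9.0%, 95% Wilson interval 8.4 to 9.7). PNST peaks placed at random gave 5.3 ± 2.3 such overlaps (SD over 10000 shuffles), and the observed number was 129.5 times this (permutation test, p = 0.0001, the smallest possible). These PNST peaks had a median of 20 tags, against a median of 8 for all PNST peaks, and 124 of them lay on unplaced sequences. In total 1538 genes had a peak within 50 Kb in each tissue. Limiting each list to peaks within 50 Kb gave the lowest number of regions shared by the 3 tissues, 357.

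Among these regions, the 5 with the most tags summed over the tissues were looked up in the protein-coding genes of GENCODE vM1. With 1 exception, they lay outside such genes, the only type searched, or on unplaced sequence. The strongest lay on chromosome 17 from 39983228 to 39985769, where ECCs had 2022 tags, limb buds 4302 and PNST cells 789. The region on chromosome 2 from 98506299 to 98507513, with 1792, 1810 and 1886 tags, lay in a coding exon of the predicted gene Gm10800. Another on chromosome 17 spanned 13744706 to 13746058 (1541, 2406 and 518 tags). The remaining 2 regions were on unplaced sequences and held 4950 and 4207 tags in all. Fold enrichment of the 5 regions in PNST cells was between 3.29 and 13.21. Without a control library, a pile-up of reads unrelated to Twist1 is not excluded at them. The paper reasons from the small number of regions left in all 3 cell types after the expression filter, and concludes that Twist1 occupancy is highly tissue-specific.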

Surprisingly, only 6 binding regions associated with expressed genes were occupied by Twist1 in all three cell types (ECC-Limb-PNST), indicating a high degree of tissue-specificity in Twist1 genomic occupancy. Genomic sequences of the shared binding regions associated with expressed genes were analyzed for presence of an E-box consensus site on the sense or antisense strand (5’-CANNTG-3’), which would indicate a potential Twist1 binding site. Of the 205 ECC-Limb shared binding regions associated with expressed genes, 138 contain an E-box consensus site, corresponding to 108 genes. 

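Without the expression filter, 3534 limb bud peaks of the ECC-Limb group lay on assembled chromosomes, and 1749 of them held an E-box on either strand (49.5%, 95% Wilson interval 47.8 to 51.1, no replicates). Random regions of the same lengths held an E-box in 62.4% of cases (odds ratio 0.59, Fisher’s exact test with Benjamini-Hochberg adjustment over the 4 groups, q = 4.37e-45). The share fell to 38.1% when only the overlapping part of the ECC and limb bud peaks was searched. Here and in the other groups, random regions were not matched for GC content or repeated sequence. The sequence 5’-CANNTG-3’ reads the same on both strands, so a site on 1 strand is also a site on the other.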

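In the other groups, E-boxes were counted in all shared peaks on assembled chromosomes, before the expression filter. An E-box was present in 225 of 617 ECC-PNST peaks (36.5%, 95% Wilson interval 32.8 to 40.3), 458 of 1114 Limb-PNST peaks (41.1%, interval 38.3 to 44.0) and 184 of 557 ECC-Limb-PNST peaks (33.0%, interval 29.3 to 37.0). The shares in random regions of matched length were 59.9%, 59.9% and 57.6%, respectively. Each difference passed Fisher’s exact test with Benjamini-Hochberg adjustment (q = 1.98e-26, 2.3e-30 and 1.98e-26). Searching only the sequence common to the overlapping peaks gave 26.9% for ECC-PNST, 30.6% for Limb-PNST and 25.4% for ECC-Limb-PNST.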

In addition, E-box consensus sites are present in 7/10 ECC-PNST shared binding regions, 6/8 of the Limb-PNST binding regions, and 5/6 of the ECC-Limb-PNST shared binding regions. Collectively, these ChIP-seq experiments demonstrate extensive Twist1 binding to genomic sequences and indicate that Twist1 bound predominantly in a tissue-specific manner, with much smaller numbers of shared binding regions detected among ECCs, limb buds, and PNST cells.

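Of 10965 ECC peaks, 7233 were overlapped by no peak of limb buds or PNST cells (66.0%, 95% Wilson interval 65.1 to 66.8). In limb buds, 44627 of 48965 peaks were found in no other tissue (91.1%, interval 90.9 to 91.4), and in PNST cells 6141 of 7538 (81.5%, interval 80.6 to 82.3). These shares have no replicates, so the variation between separate ChIP-seq experiments on 1 tissue is unknown. The shared peaks had higher fold enrichment than the tissue-only peaks. Their medians were 28.01 and 26.46 in ECCs (permutation test with 100000 resamples and Benjamini-Hochberg adjustment, q = 3e-05), 15.43 and 14.30 in limb buds (q = 1.5e-05) and 18.21 and 15.17 in PNST cells (q = 1.5e-05). Peaks of 1 sample are not independent replicates, and these tests describe peaks within a sample. Shared and tissue-only peaks were also compared by their distance to a gene. In ECCs, 19.7% of shared and 19.2% of tissue-only peaks lay within 5 Kb (Fisher’s exact test, q = 0.51). The shares were 20.0% and 17.8% in limb buds (q = 0.000821) and 21.2% and 15.5% in PNST cells (q = 1.4e-06). Among peaks of p 1e-10 or smaller, 23.6% of ECC peaks, 65.9% of limb bud peaks and 16.2% of PNST peaks were found in 1 tissue only. Among settings chosen after seeing the data, the shares in ECCs, limb buds and PNST cells were 58.4%, 62.6% and 33.3% for peaks in mostly single-copy sequence, and 91.7%, 82.1% and 75% for the few peaks without any repeated 32-mer. From the larger number of peaks found in 1 tissue than in several, the paper concludes that Twist1 bound mainly in a tissue-specific manner.

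**Figure D1:**
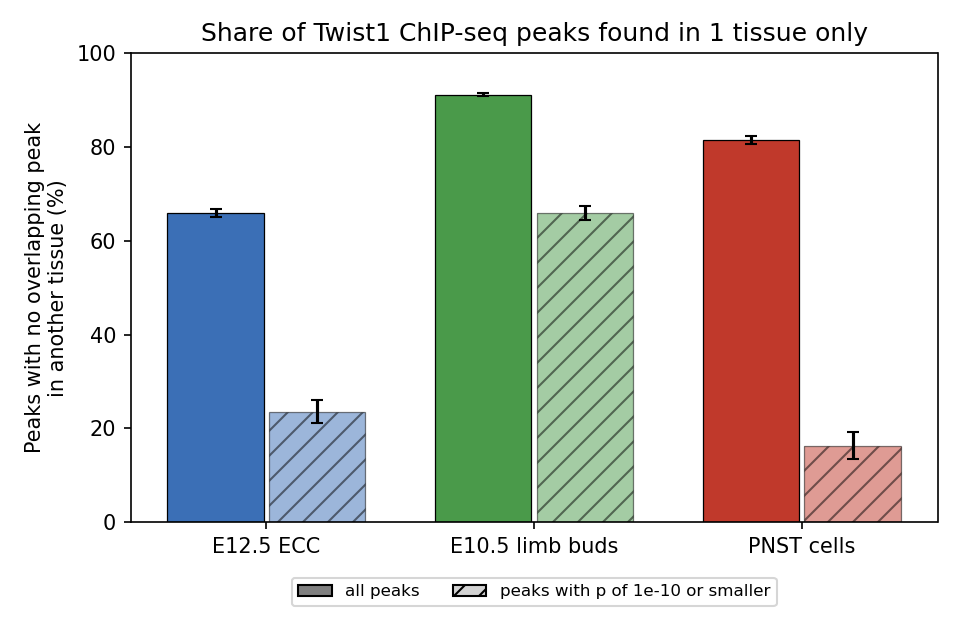
Percent of Twist1 ChIP-seq peaks with no overlapping peak in another tissue, for E12.5 ECCs, E10.5 limb buds and PNST cells (1 sample each). Solid bars show all peaks (66.0%, 91.1% and 81.5%), hatched bars show peaks of p 1e-10 or smaller (23.6%, 65.9% and 16.2%), and error bars are 95% Wilson intervals.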

In order to examine Twist1-DNA binding distribution across the genome and determine if Twist1 is bound to specific genomic regions relative to gene organization, location analysis was performed. Twist1 binding regions located within 50 Kb of a TSS for genes expressed in each tissue were subjected to genomic location and peak distribution analysis using Genomatix RegionMiner (Additional file 6). Twist1 binding regions associated with expressed genes were analyzed in tissue-specific gene groups (ECC only, Limb only, and PNST only), and also in groups of binding regions shared between tissue types (ECC-Limb, ECC-PNST, and Limb-PNST). Distribution of the tissue-specific binding regions and ECC-Limb shared peaks is largely within intergenic and intronic regions. 

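Peak summits within 50 Kb of a gene were placed in the protein-coding transcripts of GENCODE vM1, without the expression filter and without Genomatix RegionMiner. Of 3947 ECC only peaks, 52.2% were intergenic, 43.4% intronic, 3.4% exonic and 0.99% in a promoter, taken as the 1 Kb upstream of a TSS. The 23466 Limb only peaks were 52.1% intergenic, 46.0% intronic, 1.06% exonic and 0.90% in promoters. Among 2956 PNST only peaks, 51.996% were intergenic, 46.85% intronic, 0.98% exonic and 0.17% in promoters. For the 2026 ECC-Limb shared peaks, the shares were 53.5%, 42.4%, 2.8% and 1.2%. Promoters and exons together held 4.4% of ECC only, 2.0% of Limb only, 1.2% of PNST only and 4.0% of ECC-Limb peaks. With transcripts of all gene types in the annotation, these joint shares rose to 7.2%, 4.0%, 2.6% and 7.1%.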

However, ECC-PNST and Limb-PNST shared binding regions are more evenly distributed in genomic regions. 

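Of the 380 ECC-PNST shared peaks within 50 Kb of a gene, 45.0% were intergenic, 49.7% intronic, 2.6% exonic and 2.6% in a promoter. The 690 Limb-PNST shared peaks were 46.1% intergenic, 50.4% intronic, 1.7% exonic and 1.7% in a promoter. In the ECC-Limb-PNST group of 354 peaks, the shares were 46.9%, 48.0%, 2.8% and 2.3%. Promoters and exons together held 5.3% of ECC-PNST peaks (95% Wilson interval 3.4 to 8.0) and 3.5% of Limb-PNST peaks (interval 2.3 to 5.1). Adding transcripts of all gene types raised these values to 9.5% and 7.1%.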

This lack of specificity in peak distribution relative to gene organization is consistent with other transcription factors, including Twist1, in other cell types [22, 23]. 

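The promoter share of each group was compared with random positions on the same chromosomes by Fisher’s exact test, with Benjamini-Hochberg adjustment over all groups and both promoters and exons. The random positions were drawn over whole chromosomes and were not limited to 50 Kb of a gene, unlike the tissue-only and shared peaks. Of the random positions drawn for ECC peaks, 61.0% were intergenic and 35.2% intronic. Promoters held 0.99% of ECC only peaks and 1.13% of random positions (q = 0.56), 0.90% of Limb only peaks and 1.07% of random positions (q = 0.022), and 0.17% of PNST only peaks and 1.12% of random positions (q = 2.69e-08). All ECC peaks, at any distance from a gene, were in promoters in 0.68% of cases, against 1.13% of random positions (q = 4.28e-05). The shares were 0.56% against 1.07% for all limb bud peaks (q = 1.04e-27) and 0.25% against 1.12% for all PNST peaks (q = 1.04e-14). Among shared groups, only the promoter share of ECC-PNST peaks (2.63% against 1.13%, q = 0.022) differed from random positions past a q of 0.05. When all gene types were included, promoters and exons together went from 5.3% to 9.5% of ECC-PNST peaks, from 3.5% to 7.1% of Limb-PNST peaks and from 1.2% to 2.6% of PNST only peaks. Random positions drawn for ECC peaks rose as well, from 1.13% to 1.94% in promoters and from 2.64% to 3.45% in exons. The paper reasons from peaks in intergenic and intragenic sequence that Twist1 does not bind only at promoters.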

These data suggest that Twist1 occupies genomic sequences associated with expressed genes located in intergenic and intragenic genomic regions and does not bind exclusively to promoter regions.

### Functional classification of genes associated with Twist1 binding peaks

The major biological functions of genes with Twist1 binding regions identified within 50 Kb of TSS, that also are expressed in ECCs, limb buds, or PNST cells, were assessed using gene ontology (GO) analysis (Figure 2). The four GO categories containing the greatest numbers of genes in each tissue were chosen for further analysis. In ECCs, the four predominant GO groups were cell-cell signaling, cell adhesion, cell morphogenesis, and neurogenesis (Figure 2A, Additional file 7). 

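The 4 ECC gene lists of Additional file 7 were compared with the genes named within 50 Kb of ECC peaks. The authors drew these lists from expressed genes near their ECC peaks, so a peak for nearly every gene was fixed in advance. A peak was present for 163 of 165 genes listed under cell-cell signaling, 120 of 122 under cell adhesion, 104 of 106 under cell morphogenesis and 92 of 92 under neurogenesis. Genes of these lists often had a peak in another tissue too. Of the genes with an ECC peak, 93.9% under cell-cell signaling, 90.0% under cell adhesion, 86.5% under cell morphogenesis and 84.8% under neurogenesis also had a peak within 50 Kb in limb buds or PNST cells. The gene ontology analysis itself was not repeated, because it needs the expression lists.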

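For limb buds, the genes of Additional file 8 were looked up among genes within 50 Kb of limb bud peaks. A peak was found for 110 of 128 genes listed under kinase activity, 90 of 111 under cell migration, 84 of 93 under neurogenesis and 42 of 46 under cytoskeletal proteins. Of those genes, 65.5%, 68.9%, 59.5% and 47.6%, respectively, also had a peak within 50 Kb in ECCs or PNST cells (no replicates).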

The top four GO categories of Twist1 occupied genes in limb buds were kinase activity, cell migration, neurogenesis, and cytoskeletal proteins (Figure 2B, Additional file 8). For PNST cells, the four GO groups with the most genes were cell adhesion, skeletal system development, cell recognition, and ventricular septum morphogenesis (Figure 2C, Additional file 9). 

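In PNST cells, every gene of the 4 lists in Additional file 9 had a PNST peak within 50 Kb: 16 genes under cell adhesion, 8 under skeletal system development, 5 under cell recognition and 3 under ventricular septum morphogenesis. The lists were drawn from genes near PNST peaks, so this match was fixed in advance. Of the 16 cell adhesion genes, 15 also had a peak in limb buds and 7 in ECCs. All 8 skeletal system genes and all 3 ventricular septum genes had a peak in another tissue, as did 4 of the 5 cell recognition genes.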

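The adhesion or migration list was cell adhesion for ECCs (122 genes), cell migration for limb buds (111 genes) and cell adhesion for PNST cells (16 genes). A peak within 50 Kb in the same tissue was found for 120, 90 and 16 of these genes, which for ECCs and PNST cells follows from how the lists were made. A peak in all 3 tissues was found for 40 of the ECC genes, 30 of the limb bud genes and 7 of the PNST genes. Because such a list is among the largest in each tissue, the paper proposes a conserved role for Twist1 in cell adhesion and migration.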

Cell adhesion-cell migration was among the most predominant GO categories in each tissue type, indicating a conserved role for Twist1 in cell adhesion-migration in multiple cellular contexts (Figure 2A,B,C). 

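The adhesion or migration lists of Additional files 7, 8 and 9 had few genes in common. Cdh13, Plcb1, Podxl and Ror2 were in both the ECC and the limb bud list, Edil3 was in both the ECC and the PNST list, and 0 genes were in both the limb bud and the PNST list. The peaks of these genes were then compared with those of the other genes that had a peak within 50 Kb in the same tissue. Of 120 ECC adhesion genes with a peak, 108 (90.0%) also had a peak within 50 Kb in another tissue, against 88.3% of 5193 other genes (odds ratio 1.19, Fisher’s exact test with Benjamini-Hochberg adjustment, q = 0.71). Of 90 limb bud migration genes, 62 (68.9%) had a peak in another tissue, against 46.8% of 12702 other genes (odds ratio 2.52, q = 8.71e-05). Kinase activity (65.5%) and neurogenesis (59.5%) genes of limb buds also had higher shares, while cytoskeletal protein genes had 47.6%. In PNST cells, it was 15 of 16 adhesion genes (93.8%) against 87.4% of 3437 other genes (odds ratio 2.17, q = 0.71). When the peak in the other tissue had to have a p of 1e-10 or smaller, the PNST odds ratio changed to 0.56 (q = 0.42). From the different gene names in the lists, the paper proposes that Twist1 occupancy of adhesion and migration genes is specific to the cell type.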

However, the specific genes corresponding to Twist1 binding regions in each of these GO categories were unique to each tissue type, suggesting cell-type specificity of Twist1 genomic occupancy of gene targets associated with cell adhesion and migration.

**Figure 2:**
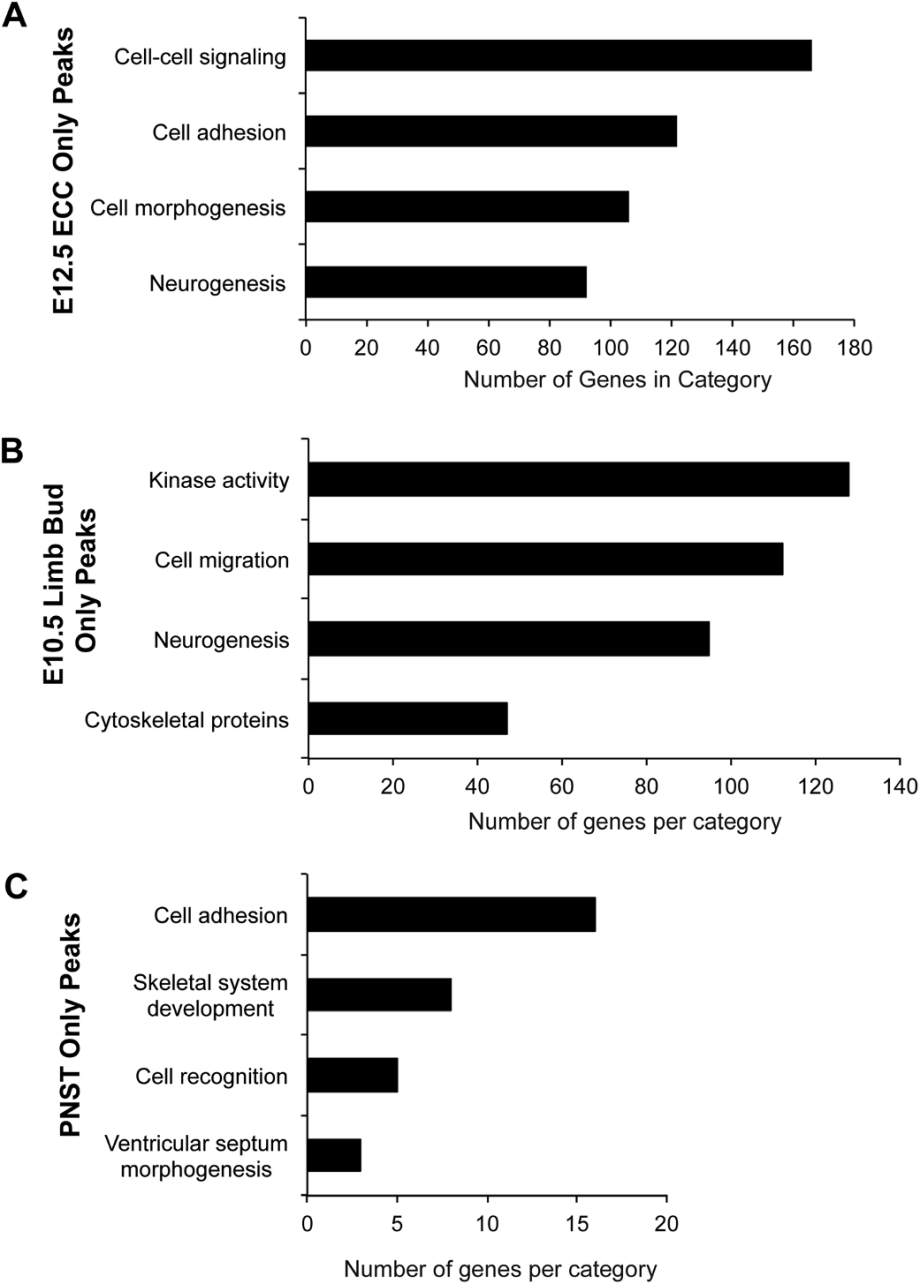
**Gene ontology analysis of the genes associated with Twist1 binding regions in ECCs, limb buds, and PNST cells. A, B, C**. ToppGene was utilized to perform GO analysis of the genes associated with Twist1 ChIP-seq peaks that are within 50 Kb of a transcriptional start site (TSS) of expressed genes in E12.5 ECCs (2191 genes), E10.5 limb buds (1622 genes), or PNST cells (110 genes). The four most predominant GO categories and the total number of genes in each category are represented.

The biological functions of ECC-Limb shared binding regions associated with expressed genes were further examined resulting in 108 genes associated with the 138 binding regions containing an E-box consensus site (Figure 3B and C). 

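Figure 3C names 37 genes, of which 35 had a peak within 50 Kb in ECCs and in limb buds. Dnahc7a and Peak1 were named by no peak within 50 Kb in any of the lists. For 28 of the 37 genes, an ECC peak and a limb bud peak within 50 Kb of the gene overlapped, and for 17 there was a region overlapping in all 3 tissues. Of the 21 adhesion-migration genes, 19 had a peak in ECCs, 19 in limb buds and 15 in PNST cells. An overlapping ECC-Limb region was present at 15 of them, including Cd44, Cdc42bpa, Epha3, Itga9, Ror2, Lama1, Flt1 and Cdh23, while the ECC and limb bud peaks near Wwp2, Mapk14, Barx2 and Ank2 did not overlap. The mRNA metabolic process genes had an overlapping region at 6 of 7, the microtubule-based process genes at 3 of 5 and the organ morphogenesis genes at 4 of 4 (no replicates). From the expressed genes at the shared regions, the paper proposes that the role of Twist1 in adhesion and migration is conserved between ECCs and limb buds.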

Again, adhesion-migration was the most predominant GO category in genes associated with ECC-Limb shared binding regions containing E-box consensus sites associated with expressed genes. Additional GO categories include mRNA metabolic process, microtubule-based process, and organ morphogenesis. Thus, the expressed gene identities associated with Twist1 shared binding regions in ECCs and limb buds suggest conserved functions for Twist1 in regulation of cell adhesion-migration during development in different tissues. Expressed genes associated with shared binding regions containing E-box binding sequences related to cell adhesion and migration also were identified for ECC-PNST, Limb-PSNT and ECC-Limb-PNST groups (Figure 3D). 

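The genes of Figure 3D were looked up in all 3 peak lists. Among the ECC-PNST genes, the peak of Ccng2 lay on chromosome 5, with 54 tags in ECCs (93718652 to 93718762, fold enrichment 142.86) and 39 tags in PNST cells (93718658 to 93718823, 105.91), and limb buds had a peak at the same position with 62 tags (93718592 to 93718746, 113.47). The Hecw1 region on chromosome 13 was occupied in ECCs (14619167 to 14619295, 7 tags), limb buds (14619161 to 14619355, 22 tags) and PNST cells (14619190 to 14619336, 7 tags), and held the E-boxes CAGGTG and CATGTG. Ica1 had an ECC peak on chromosome 6 (8585712 to 8585870, 5 tags) overlapped only by a PNST peak (8585589 to 8585751, 8 tags), in its intron 13 with the E-box CATGTG. In intron 6 of Rad51c on chromosome 11, ECCs (87202834 to 87202924, 6 tags), limb buds (87202827 to 87202957, 11 tags) and PNST cells (87202827 to 87202940, 8 tags) each had a peak without an E-box. For the Limb-PNST gene Rab22a, the peaks were intergenic on chromosome 2, with 18 tags in limb buds (173533055 to 173533287) and 37 tags in PNST cells (173533012 to 173533319), and ECCs had no peak within 50 Kb. The Ccng2 peaks held 0 E-boxes in ECCs and PNST cells and 2 in limb buds (CACCTG and CAGATG). Both Rab22a peaks held 0 E-boxes. All values are from single samples, with no replicates.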

The overlapping peaks in the ECC-Limb-PNST group correspond to six shared binding regions associated with 5 genes: *CD44 antigen (Cd44), carbohydrate sulfotransferase 11 (Chst11), LPS-induced TN factor (Litaf), receptor tyrosine kinase-like orphan receptor 2 (Ror2),* and *spermatogenesis associated 5 (Spata5)*. 

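A region overlapping in all 3 tissues was found within 50 Kb of each of the 5 genes. In intron 15 of Cd44 on chromosome 2, the peaks had 15 tags in ECCs (102669498 to 102669637, fold enrichment 114.64), 29 tags in limb buds (102669445 to 102669627, 65.24) and 15 tags in PNST cells (102669452 to 102669630, 42.48). The Chst11 region was intergenic on chromosome 10, 30358 bp from the gene by the ECC list, with 37 tags in ECCs (82417884 to 82418224, 77.81), 55 in limb buds (82417940 to 82418191, 78.83) and 16 in PNST cells (82418008 to 82418128, 36.41). The Litaf region lay in intron 1 on chromosome 16, with 44 tags in ECCs (10975158 to 10975335, 121.88), 67 in limb buds (10975165 to 10975321, 91.32) and 61 in PNST cells (10975082 to 10975370, 113.25). In intron 1 of Ror2 on chromosome 13, there were 78 tags in ECCs (53365185 to 53365396, 133.48), 83 in limb buds (53365225 to 53365369, 114.94) and 59 in PNST cells (53365275 to 53365413, 126.75). The Spata5 region lay in intron 14 on chromosome 3, with 32 tags in ECCs (37380304 to 37380716, 72.56), 18 in limb buds (37380500 to 37380580, 46.97) and 21 in PNST cells (37380410 to 37380625, 50.90). Over the whole data set, the number of regions shared by all 3 tissues was 681, and 430 when a reciprocal overlap of 50% was required. Ror2 spans 53204681 to 53381493 on the minus strand, and within it and 10 Kb on each side there were 2 ECC peaks, 6 limb bud peaks and 1 PNST peak (no replicates).

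**Figure D2:**
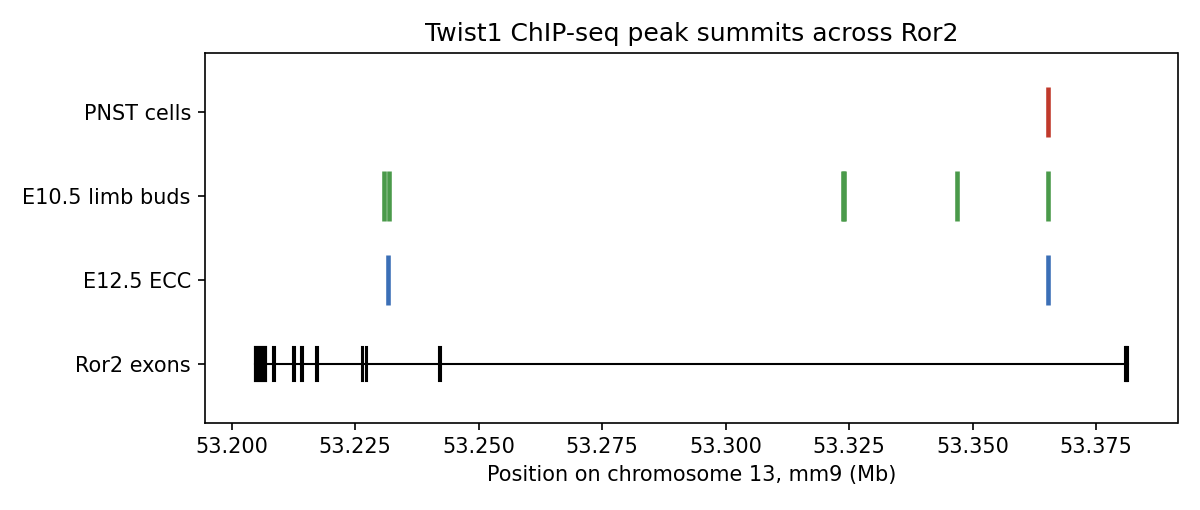
Summits of Twist1 ChIP-seq peaks across Ror2 on chromosome 13 of mm9 (horizontal axis, position in Mb), in rows for E12.5 ECCs (2 peaks), E10.5 limb buds (6 peaks) and PNST cells (1 peak). Black boxes are exons of protein-coding transcripts. The peak in intron 1 near 53365319 is present in each row, and its summit lies in a repeat of the unit TAACCC.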

These five genes relate to the biological processes of cell adhesion-migration, cell differentiation, signal transduction, and cartilage development (Figure 3D). These biological processes are consistent with known Twist1 functions during embryogenesis and in cancer cells.

**Figure 3:**
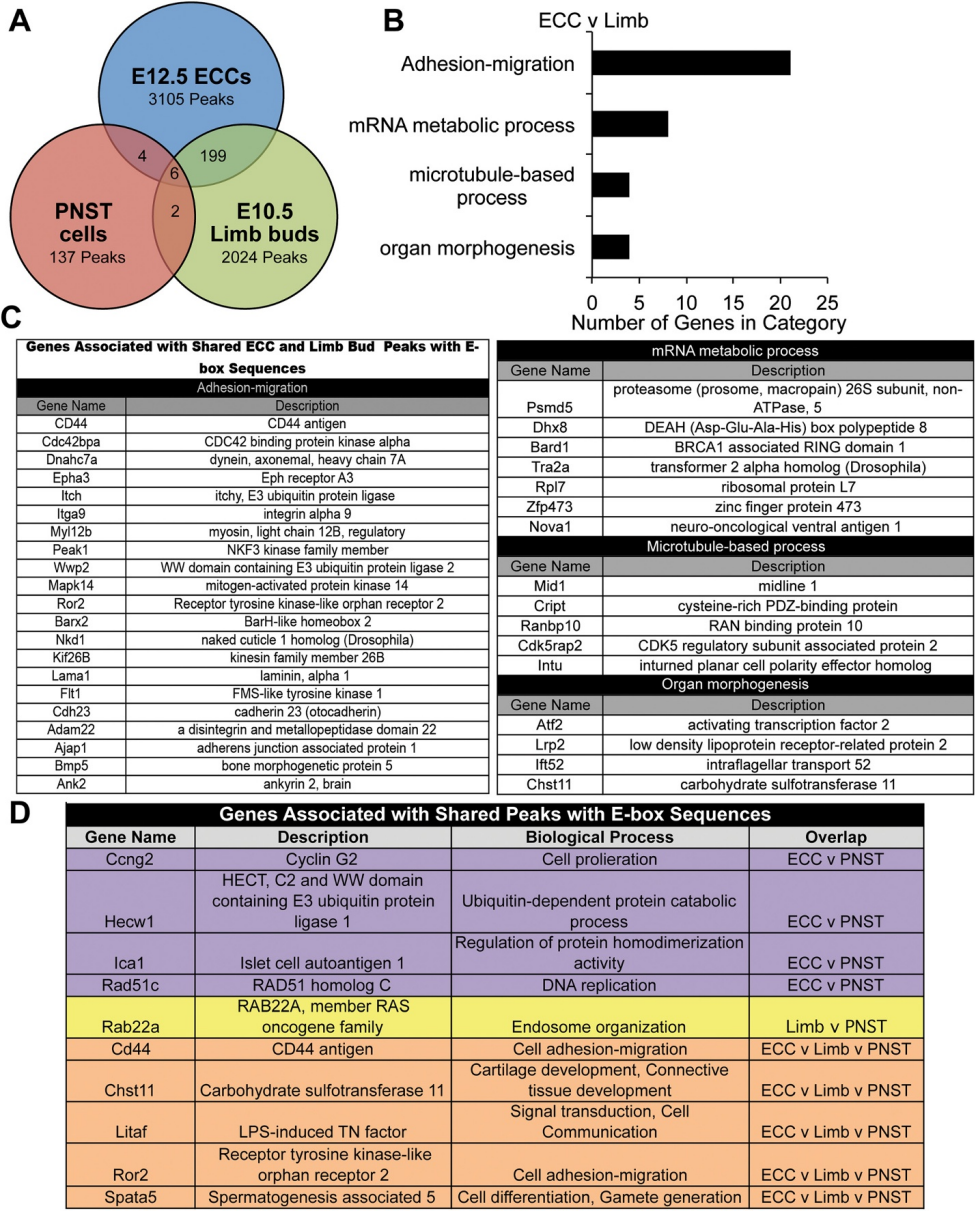
**Shared Twist1 binding regions detected by ChIP-seq in ECC, limb buds, and PNST cells. A**. Twist1 ChIP-seq peaks identified in E12.5 ECCs, E10.5 limb buds, and PNST cells were filtered based on a cut off of 50 Kb from the nearest TSS and gene expression as determined by microarray in each cell type. The peaks associated with expressed genes from each tissue type were analyzed for shared peaks and are represented in the Venn diagram. **B**. A total of 205 Twist1 binding regions were detected in both ECC and limb bud, and 138 contain E-box consensus sequences. The four predominant GO categories for the 108 genes associated with shared ECC-Limb E-box-containing binding regions are shown. **C**. Gene names and descriptions of the four GO categories containing the most genes for ECC-Limb E-box containing binding regions from B are shown. **D**. Gene names and descriptions are shown for shared binding regions detected in ECC-PNST, Limb-PNST, and ECC-Limb-PNST groups.

### Validation of Twist1 genomic occupancy in ECC, limb buds and PNST cells

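The peak of each ChIP-qPCR region was found in the peak lists by its gene and by the distance printed in Additional file 11, with at most 1 Kb between the distances. Peaks within 50 Kb of a gene were then ranked by fold enrichment, with no expression filter and no E-box filter. Of 6012 ECC peaks, the Lect1 region ranked 5458 (fold enrichment 14.88), Shroom4 ranked 119 (75.20) and Brwd3 ranked 1580 (36.63). In limb buds, the regions of Sos2, Tmem18 and Abhd6 ranked 133 (48.69), 189 (40.55) and 40 (84.37) of 25975. The PNST regions of Cd44, Cask and Tgfb2 ranked 111 (42.48), 356 (21.24) and 3340 (10.59) of 3728. Each of these regions had a peak in its own tissue, with no replicates. Limb bud peaks were also present at the regions of Lect1, Shroom4, Brwd3 and Cd44. Limb buds also had a Cask peak at a similar distance, but in intron 11 and not overlapping the PNST peak. ECC peaks were present at Sos2, Tmem18, Abhd6 and Cd44, and PNST peaks at Tmem18 and Abhd6. The Sos2 peak in intron 2 held 196 tags in limb buds (chromosome 12, 70755024 to 70755330) and 21 in ECCs (70755051 to 70755339). The Tmem18 peak was intergenic, with 230 tags in limb buds (chromosome 12, 31263427 to 31263989), 55 in ECCs and 32 in PNST cells. In intron 1 of Abhd6, limb buds had 52 tags (chromosome 14, 8838608 to 8838725), ECCs 49 and PNST cells 34. The sequence around the Abhd6 summit was a repeat of the unit TAACCC in each tissue. The Cask peak of PNST cells lay in intron 3 on chromosome X (13286675 to 13286897, 11 tags), and the Tgfb2 peak was intergenic on chromosome 1 (188419126 to 188419363, 13 tags). An E-box was present in the Sos2 limb bud peak (CACTTG), the Tgfb2 peak (CACTTG) and the Cd44 peak (CAGATG and CAAATG), and absent from the own-tissue peaks of Lect1, Shroom4, Brwd3, Tmem18, Abhd6 and Cask. Over all 27 regions of Additional file 11, a peak matched by gene and distance was listed for 18 in ECCs, 20 in limb buds and 12 in PNST cells. Such a peak need not overlap that of the region’s own tissue. The limb bud peaks of Cask, Sfrp1 and Fzd8 and the PNST peak of Sfrp1 did not. The p-value cut-off changed the limb bud count most among settings chosen before the peak lists were available, to 13.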

To further examine tissue-specificity of Twist1 binding, the top three E-box containing binding regions associated with expressed genes, as determined by the highest fold-enrichment in each cell type, were chosen for further analysis. ChIP with anti-Twist1 was performed in E12.5 ECCs, E10.5 limb buds, and PNST cells followed by quantification using qPCR relative to normal rabbit IgG control. ECC tissue-specific binding regions chosen for further analysis were associated with the genes *leukocyte cell derived chemotaxin 1(Lect1), shroom family member 4 (Shroom4)*, and *bromodomain and WD repeat domain containing 3(Brwd3)*. 

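The ECC peak of Lect1 was intergenic on chromosome 14 (80063574 to 80064691, 1758 bp from the gene), with 48 tags and a fold enrichment of 14.88 (no replicates). Limb buds had an overlapping peak of 20 tags (80063704 to 80063955). The Shroom4 peak in intron 1 on chromosome X (5981160 to 5981343, 3897 bp from the gene by the list) had 10 tags and a fold enrichment of 75.20 in ECCs. At the same position, limb buds had a peak of 30 tags (5981103 to 5981395, fold enrichment 26.10). The Brwd3 peak in intron 40 on chromosome X (105943166 to 105943473) had 15 tags and a fold enrichment of 36.63. Limb buds had an overlapping peak of 18 tags there (105943127 to 105943334, 23.49). PNST cells had no peak at any of these 3 regions. The PCR products of these regions lay between 398.8 Kb and 2804.5 Kb from the ECC peaks in mm9, so ChIP-qPCR measured other positions. At a p-value cut-off of 1e-10, the number of Additional file 11 regions with an ECC peak went from 18 to 12.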

Twist1 ChIP followed by qPCR demonstrated binding of Twist1 to ECC-specific regions in ECCs, but not in limb buds or PNST cells (Figure 4). Likewise, the limb bud-specific binding regions were associated with the genes *son of sevenless homolog 2(Sos2), transmembrane protein 18 (tmem18),* and *abhydrolase domain containing 6 (abhd6),* and were bound by Twist1 in limb buds, but not in ECCs or PNST cells (Figure 4). Finally, PNST cell-specific binding regions associated with the genes *CD44 antigen (Cd44), calcium/calmodulin-dependent serine protein kinase (Cask)*, and *transforming growth factor, beta 2 (Tgfb2)* were bound by Twist1 in PNST cells, but not in ECC or limb buds (Figure 4). These data further support the tissue-specificity of Twist1 binding to genomic sequences detected by ChIP-Seq in ECC, Limb buds, and PNST cells.

**Figure 4:**
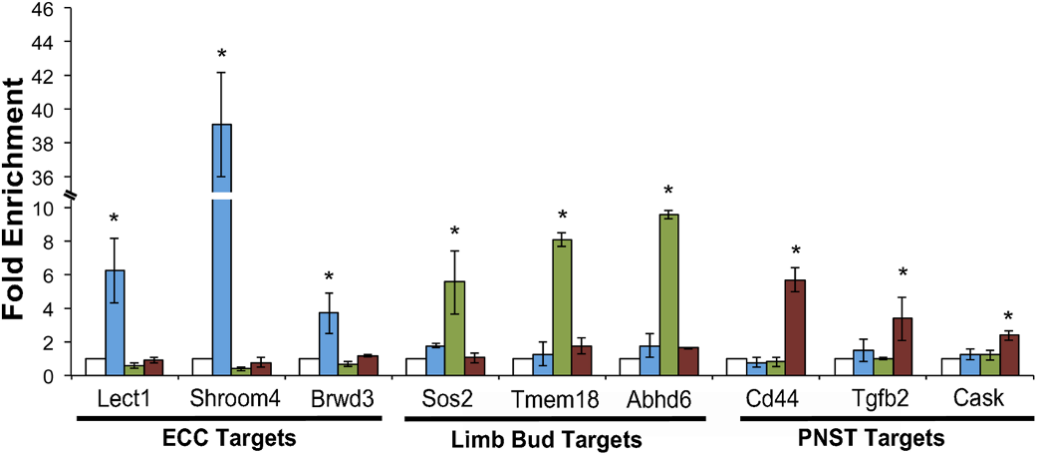
**Validation of Twist1 ChIP-seq peak specificity ECC, limb, or PNST cells.** ChIP was performed with anti-Twist1 in E12.5 ECCs (blue bars), E10.5 limb buds (green bars), and PNST cells (red bars) followed by sequence-specific qPCR to examine relative binding of Twist1 to the three binding regions with the highest fold enrichment, from MACS analysis, associated with expressed genes in each tissue. In E12.5 ECCs, Twist1 occupies binding regions associated with *leukocyte cell derived chemotaxin 1* *(Lect1), shroom family member 4 (Shroom4)*, and *bromodomain and WD repeat domain containing 3* *(Brwd3).* In E10.5 limb buds, Twist1 occupies binding regions associated with *son of sevenless homolog 2* *(Sos2), transmembrane protein 18 (Tmem18),* and *abhydrolase domain containing 6 (Abhd6)*. In PNST cells, Twist1 occupies binding regions associated with *CD44 antigen (Cd44)* and *calcium/calmodulin-dependent serine protein kinase (Cask)*, and *transforming growth factor, beta 2 (Tgfb2)*. ChIP quantification was performed by qPCR, and fold-enrichment was calculated versus an anti-rabbit IgG control for each tissue. All analyses were performed in biological triplicate. * indicates p < 0.05 as determined by student’s *t*-test comparing IgG and Twist1 ChIP qPCR ΔΔCt values.

In order to examine Twist1 occupancy at shared sequences associated with genes expressed in ECC-Limb or ECC-Limb-PNST groups, ChIP was performed and enrichment at overlapping binding regions was quantified by sequence-specific qPCR. 

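The Mid1 region lay in intron 8 on chromosome X, 224 bp from the gene by the distance in the ECC list. ECCs had a peak of 61 tags (166424053 to 166424596, fold enrichment 25.36) with 6 E-boxes, all CACATG. Limb buds had 92 tags (166424065 to 166424359, 22.68) with 4 E-boxes, and PNST cells had 25 tags (166424066 to 166424204, 28.14) with 2 E-boxes. The Cdc42bpa region was intergenic in the annotation, on chromosome 1 and 36084 bp from the gene. Its ECC peak had 5 tags (181855136 to 181855258, 46.69) and its limb bud peak 17 tags (181855139 to 181855296, 27.28), each with the E-boxes CAGCTG and CAGGTG. No PNST peak was found at the Cdc42bpa region. Both regions had overlapping ECC and limb bud peaks, in 1 sample each. Of the peaks described here, only the ECC peak of Cdc42bpa was lost at a p-value cut-off of 1e-10. Limb buds had 2 peaks matched to Cdc42bpa by gene and distance, of which 1 remained. This cut-off left 13 of the 27 regions of Additional file 11 with a limb bud peak.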

ECC-Limb overlapping binding regions containing E-box binding sites associated with expressed genes from the four major GO categories (Figure 3B) were sorted according to proximity to TSS for greater probability of identifying proximal regulatory sequences, and validation was performed on the two binding peaks nearest the TSS. Intronic binding regions associated with *midline 1 (Mid1)* and *Cdc42 binding protein kinase alpha (Cdc42bpa)* were bound by Twist1 in both ECCs and limb buds (Figure 5A). 

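E-boxes were counted in the mm9 sequence of each peak at the shared regions. The Cd44 region held 1 E-box in the ECC peak (CAAATG) and 2 in the limb bud and PNST peaks (CAGATG and CAAATG). At Chst11, the ECC and limb bud peaks held 1 E-box (CAAATG) and the shorter PNST peak held 0. The peaks at Litaf, at the Ror2 region in intron 1 and at Spata5 held 0 E-boxes in each of the 3 tissues. The Genomatix sequences and the 200 bp extension used by the authors for transcription factor modules were not applied. In the whole ECC-Limb-PNST group, 33.0% of 557 peaks held an E-box, and 25.4% when only the overlap of the peaks was searched.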

Of the six binding regions shared among all three-tissue types associated with expressed genes, five binding regions contain E-box consensus sites and four were analyzed by ChIP-qPCR for Twist1 occupancy. Twist1 occupancy at shared binding regions associated with *Chst11, Litaf, Ror2 (Ror-a,* a region 15,965 bp upstream from the TSS*)*, and *Spata5* was confirmed in ECCs, limb buds, and PNST cells, but binding to the shared *CD44* site was not detected (Figure 5B and data not shown). Thus, Twist1 binding was detected at small group of shared binding regions in ECC, limb bud, and PNST cells, which may represent common targets of Twist1 in multiple cell types.

**Figure 5:**
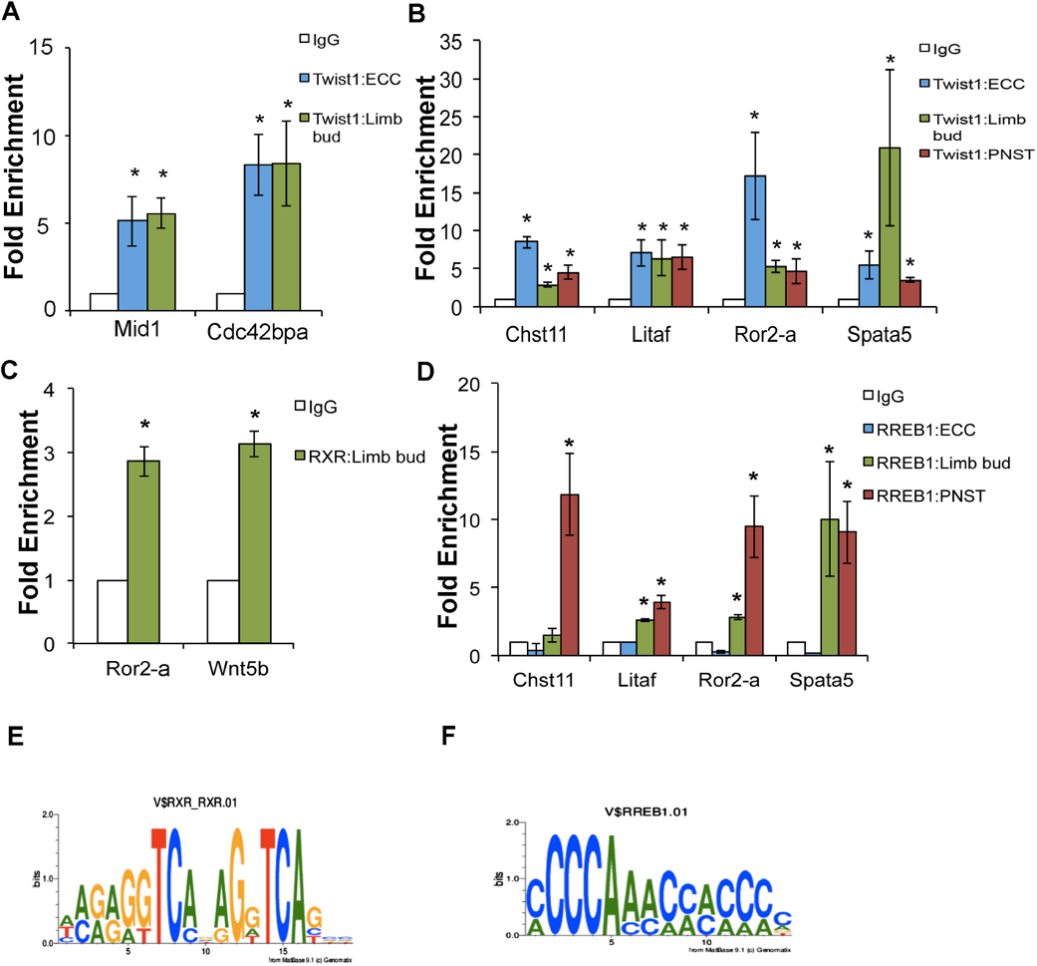
**Twist1 and candidate cofactors occupy binding regions shared among ECC, limb bud, and PNST cells. A**. Binding of Twist1 to regions associated with the genes *midline 1 (Mid1)* and *Cdc42 binding protein kinase alpha (Cdc42bpa)* detected in E12.5 ECCs and E10.5 limb ChIP-seq was validated by ChIP with anti-Twist1 in E12.5 ECCs and E10.5 limb buds followed by sequence-specific qPCR. **B**. Twist1 binding regions containing an E-box sequence, as detected by ChIP-seq in E12.5 ECCs, E10.5 limb buds, and PNST, are associated with *receptor tyrosine kinase-like orphan receptor 2 (Ror2-a), carbohydrate sulfotransferase 11 (Chst11), spermatogenesis associated 5 (Spata5)* and *LPS-induced TN factor (Litaf).* Twist1 ChIP followed by qPCR indicates that Twist1 binds each of these sequences in E12.5 ECCs, E10.5 limb buds, and PNST cells. **C**. Genomatix RegionMiner was utilized to identify RXR as a potential cofactor with Twist1 in E10.5 limb bud. Twist1 binding regions containing an E-box within 40 bp of an RXR binding consensus associated with *Ror2-a* and *Wnt5b* genes involved in limb development were chosen for validation*.* ChIP was performed with anti-RXR in E10.5 limb buds followed qPCR amplification of Twist1 binding region sequences. **D**. RREB1 consensus binding sites were identified within 40 base pairs of an E-box in Twist1 binding peak sequences of *Chst11, Litaf, Ror2-a*, and *Spata5* detected in ECC, limb bud and PNST cells. ChIP was performed with anti-RREB1 followed by qPCR amplification of Twist1 binding region sequences in ECCs, limb buds, and PNST cells. **E**. Motif of RXR consensus site. **F**. Motif of RREB consensus site. Fold-enrichment was calculated relative to normal rabbit IgG control. All analyses were performed in biological triplicate. * indicates p < 0.05 as determined by student’s *t*-test comparing IgG and Twist1, IgG and RXR, or IgG and RREB1 ChIP qPCR ΔΔCt values.

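Among peaks within 50 Kb of a gene, the ECC peaks of Ror2-a, Litaf, Chst11 and Spata5 ranked 20, 38, 112 and 140 of 6012 by fold enrichment. Their limb bud peaks ranked 14, 33, 46 and 139 of 25975, and their PNST peaks 6, 12, 135 and 75 of 3728. With no replicates, all 4 regions kept a peak in every tissue at a p-value cut-off of 1e-10, while the count over the 27 regions of Additional file 11 fell to 13 in limb buds. Around the Ror2-a summit, the mm9 sequence was a repeat of the unit TAACCC in each tissue. Without a control library, a pile-up of reads from repeated sequence there cannot be told from Twist1 binding, whatever the rank.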

### Identification of potential Twist1 cofactors in ECCs, limb buds, and PNST cells

The presence of tissue-specific Twist1 cofactors was examined as a potential mechanism underlying specificity of target occupancy. Twist1 binding regions associated with expressed genes for each tissue type (Additional files 7, 8 and 9) were analyzed for transcriptional modules containing a transcription factor-binding sequence within +/- 40 base pairs of the E-box consensus site using Genomatix RegionMiner (Additional file 10). In ECC, CP2-erythrocyte factor related to drosophila Elf1 (CP2) sites and heat shock factor sites are located in proximity to E-boxes in approximately 10% of the Twist1 occupied sequences. Retinoid X receptor (RXR) sites (Figure 5E) are present in 43% of the Limb-only Twist1 occupied sites and also in 44% of the ECC-Limb shared Twist1 occupied sites. Interestingly, binding sites for Ras-related element binding protein (RREB1) sites (Figure 5F) are present in 4/5 E-box-containing peaks in ECC-Limb-PNST shared Twist1 binding regions. To validate binding occupancy of Twist1 and candidate cofactors to Twist1 binding regions identified by ChIP-seq, sequence-specific ChIP was performed with antibodies directed against RXR and RREB1 [24, 25]. These analyses confirm that Twist1 and RXR can occupy Twist1 binding regions associated with *Wnt5b* and *Ror2* (*Ror2-a*) in limb buds (Figure 5C). RREB1 binding to shared Twist1 binding region sequences associated with *Spata5, Ror2* (*Ror2-a*)*, Litaf*, and *Chst11* was detected in PNST cells, and RREB1 bound to *Spata5* and *Litaf* Twist1 binding regions in limb buds (Figure 5B,D). However, RREB1 occupancy at shared binding regions was not detected in ECCs. Together these data provide evidence that RXR can also occupy Twist1 binding regions in limb buds, and that RREB1 can occupy Twist1 binding regions in both limb buds and PNST cells, but not ECC. Therefore, RXR is a candidate cofactor for Twist1 in limb buds, and RREB1 is a candidate cofactor for Twist1 in limb buds and PNST cells.

### Twist1 DNA occupancy is associated with genes in the Wnt signaling pathway

To examine pathways corresponding to genes associated with Twist1 binding regions, ToppGene Suite and GeneMANIA were utilized to integrate information on protein-protein interactions, gene regulation, coexpression, and functional studies, as well as to determine pathway association [26]. 

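ToppGene and GeneMANIA were not available, and the peaks of the Wnt pathway genes named by the paper were compared between ECCs and limb buds. Ror2 had 2 overlapping ECC-Limb regions, Ror2-a in intron 1 and Ror2-b in intron 2. The Hipk2 peaks in intron 1 on chromosome 6 overlapped as well, with 5 tags in ECCs (38785935 to 38786116) and 11 in limb buds (38785924 to 38786066). Near Sfrp1 on chromosome 8, the ECC peak (24572911 to 24573098, 6 tags) and the limb bud peak (24573193 to 24573332, 9 tags) did not overlap. The same held near Fzd8 on chromosome 18, with an ECC peak from 9226192 to 9226334 (5 tags) and a limb bud peak from 9226743 to 9226866 (8 tags). Nkd1 and Lrp2, named in Figure 3C, also had overlapping ECC-Limb regions (no replicates). Fzd4 had no limb bud peak within 50 Kb, and Lef1, Dab2ip, Mcc and Fzd3 had no ECC peak within 50 Kb. Wnt5b, Nlk and Csnk1e each had 1 ECC peak as well as limb bud peaks within 50 Kb. Of all shared ECC-Limb peaks, 3726 in number, 2037 remained when only peaks within 50 Kb were compared. The paper concludes that Twist1 occupancy is associated with this pathway. It reasons from the prominence of Wnt pathway genes in its ToppGene and GeneMANIA results, and from ChIP-qPCR at regions of such genes.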

These analyses demonstrated that genes associated with Wnt signaling pathway components and interacting proteins are prominent in binding regions within 50 Kb of a TSS associated with expressed genes from ECC-Limb shared Twist1 binding peaks. In ECCs, limb buds, and PNST cells, Twist1 occupied a binding peak (*Ror2-a)* associated with the Wnt receptor *Ror2* (Figure 5B). Twist1 binding to peak sequences associated with Wnt pathway genes was confirmed by ChIP-qPCR in E12.5 ECCs and E10.5 limb buds. In ECCs, Twist1 bound sequences associated with a second region associated with *Ror2 (Ror2-b,* located 4,444 bp from the TSS*),* as well as sequences associated with *homeodomain interacting protein kinase 2 (Hipk2), secreted frizzled-related protein 1 (Sfrp1), frizzled homolog 4 (fzd4),* and *frizzled homolog 8 (fzd8)* (Figure 6A). In limb buds, Twist1 binding to peak sequences associated with *wingless-related MMTV integration site 5B (Wnt5b), lymphoid enhancer binding factor 1 (Lef1), nemo like kinase (Nlk), casein kinase 1, epsilon (Csnk1e), disabled 2 interacting protein (Dab2ip), mutated in colorectal cancers (Mcc)*, and *frizzled homolog 3 (Fzd3)* were confirmed (Figure 6B). Thus Twist1 binding was detected at genomic sequences associated with Wnt pathway genes and Wnt interacting genes in developing ECCs and limb buds.

**Figure 6:**
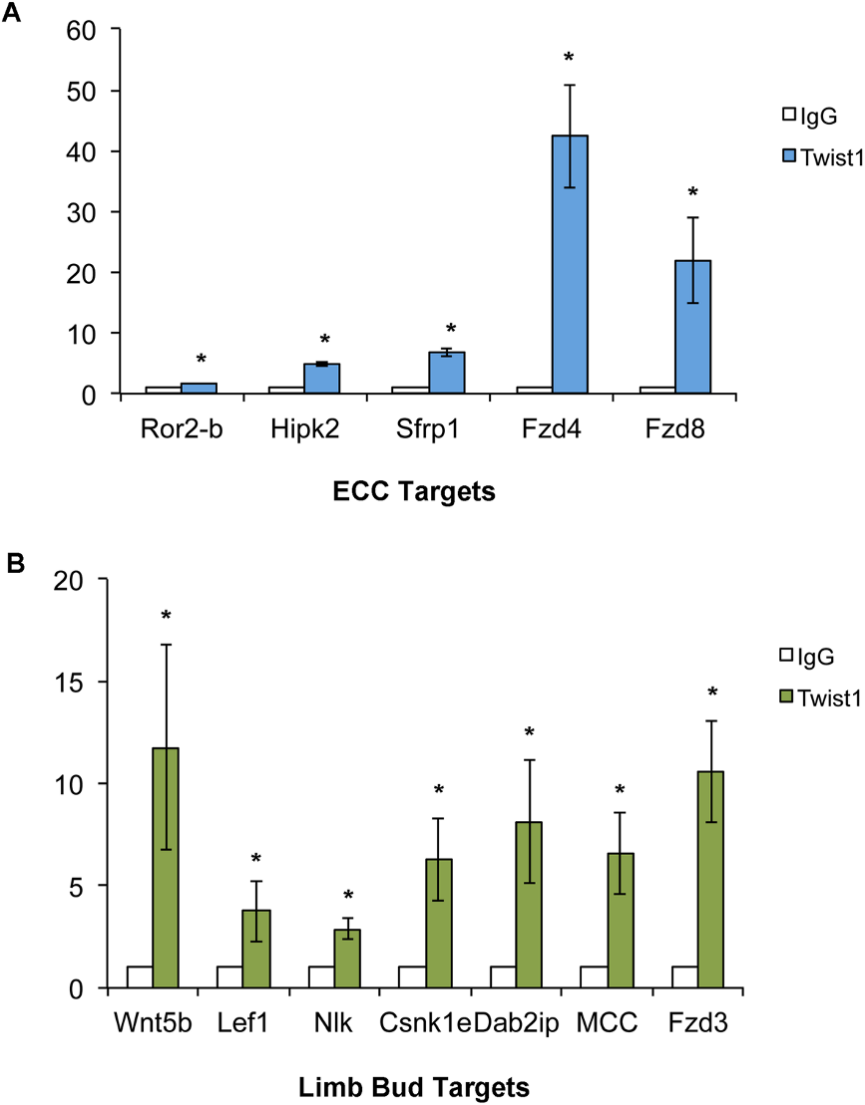
**Twist1 binding region sequences are associated with genes in the Wnt signaling pathway. A**. Wnt pathway genes associated with Twist1 E-box-containing binding regions detected by ChIP-seq in E12.5 ECCs include *receptor tyrosine kinase-like orphan receptor 2 (Ror2-b), homeodomain interacting protein kinase 2 (Hipk2), secreted frizzled-related protein 1 (Sfrp1), frizzled homolog 4 (fzd4),* and *frizzled homolog 8 (fzd8)*. Twist1 binding to these sequences was confirmed by ChIP with anti-Twist1 in E12.5 ECCs followed by quantification by qPCR. **B**. Wnt pathway genes associated with Twist1 E-box containing binding regions detected by ChIP-seq in E10.5 limb buds include *Wnt5b, lymphoid enhancer binding factor 1 (Lef1), nemo like kinase (Nlk), casein kinase 1, epsilon (Csnk1e), disabled 2 interacting protein (Dab2ip), mutated in colorectal cancers (Mcc)*, and *frizzled homolog 3 (Fzd3).* Twist1 binding to these sequences was confirmed by ChIP with anti-Twist1 in E10.5 limb bud followed by quantification by qPCR. All ChIP experiments were quantified with qPCR, and fold-enrichment was calculated relative to normal rabbit IgG control. All analyses were performed in biological triplicate. * indicates p < 0.05 as determined by student’s *t*-test comparing IgG and Twist1 ChIP qPCR ΔΔCt values.

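In the ECC peak list, each of the 5 regions of Figure 6A had a peak at the distance given in Additional file 11. Ror2-b lay in intron 2 of Ror2 on chromosome 13 (53231563 to 53231791), with 8 tags, a fold enrichment of 31.75 and 4 E-boxes (CAGGTG, CAGCTG, CAGTTG and CAATTG). The Hipk2 peak in intron 1 on chromosome 6 (38785935 to 38786116) had 5 tags, a fold enrichment of 37.60 and the E-boxes CATATG and CATGTG. Sfrp1 had an intergenic peak on chromosome 8 (24572911 to 24573098, 6 tags, 37.60) with CAAATG and CACGTG. The Fzd4 peak was intergenic on chromosome 7 (96526014 to 96526213, 6 tags, 14.01) with 3 E-boxes, and the Fzd8 peak was intergenic on chromosome 18 (9226192 to 9226334, 5 tags, 25.40), also with 3 E-boxes. Limb buds had a peak at the same gene and distance within 1 Kb for 4 of the 5 regions, and PNST cells for 2. None of the 5 ECC peaks had a p-value of 1e-10 or smaller, and that cut-off took the ECC count over all 27 regions from 18 to 12.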

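For the 7 regions of Figure 6B, a limb bud peak at the distance of Additional file 11, within 1 Kb, was found for Nlk and Dab2ip. The Nlk peak lay in intron 1 on chromosome 11 (78452530 to 78452656), with 9 tags, a fold enrichment of 18.27 and the E-box CACATG. It did not overlap the peak printed in Additional file 2 at the exact Nlk distance (78452308 to 78452504). In intron 1 of Dab2ip on chromosome 2 (35496905 to 35497057), the peak had 10 tags and a fold enrichment of 11.32 and held 0 E-boxes. No limb bud peak was listed at that distance for Wnt5b, Lef1, Csnk1e, Mcc or Fzd3, but limb bud peaks at other distances within 50 Kb were present for each of them. Wnt5b, Csnk1e, Mcc and Fzd3 had 2 such peaks each and Lef1 had 3. ECCs and PNST cells had no peak at the stated distance for any of the 7 regions. Counting any peak within 50 Kb of the gene, in place of the stated distance, raised the limb bud count over all 27 regions of Additional file 11 from 20 to 26.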

## Discussion

Tissue-specificity of Twist1 binding to distinct subsets of gene sequences was observed by ChIP-seq and then confirmed by ChIP and sequence-specific qPCR in ECC, limb buds, and PNST cells. The tissue-specific binding regions occupied by Twist1 are consistent with known functions of Twist1 in each cell type, although the individual genes are distinct. Twist1 binds to DNA sequences associated with genes that regulate migration and other biological functions in each tissue, but few shared binding regions were detected between samples. Among the six sequences occupied by Twist1 in all three tissues are genes involved in cell adhesion-migration that are also bound by the Ras-related element binding protein (RREB1). Moreover, Twist1 binding regions are associated with several Wnt pathway genes and pathway components. These data suggest that Twist1 binds target genomic sequences predominantly in a tissue-specific manner and provide initial evidence that Twist1 occupies sequences of genes acting in the Wnt signaling pathway. However, the mechanisms that dictate the tissue-specificity of Twist1 binding to distinct transcriptional targets in different cell types remain to be determined.

Analysis of Twist1 and its downstream target genes in a variety of cell types have revealed roles in cell proliferation, adhesion/migration, and ECM protein expression. In the ECC mesenchymal cells of the developing heart valves, alterations in Twist1 expression affect cell migration and expression of *Tbx20, Cadherin-11*, and *Periostin* [2, 9]. Additionally, Twist1 binding to genomic regions associated with genes that regulate cell proliferation and migration, including *Tbx20, Cdh11, Rab39b, Sema3C,* and *Gadd45a,* have been identified [5]. Likewise, expression analysis of AVC of Twist1-null embryos relative to WT mice revealed reduced expression of cell migration and ECM genes [12]. Interestingly, *Ror2* expression is decreased in Twist1-null ECC and also was found to contain a Twist1 binding region in this study [12]. In synovial sarcoma cells, Twist1 direct downstream targets are involved in maintenance of mesenchymal differentiation [23], and Twist1 targets promote cell migration and proliferation in thyroid cancer cells [27]. Interestingly, in the current study only one binding region, *Ror2*, overlaps with these 3 other Twist1 ChIP-seq studies. These studies further support the ability of Twist1 to regulate different networks of downstream genes depending on the specific cellular context. However, predominant roles for Twist1 downstream target genes in cell migration and adhesion are highly reproducible.

Potential Twist1 cofactors were identified based on the presence of transcription factor binding sites in Twist1 binding regions and were confirmed by ChIP-qPCR in the tissues of interest. The retinoic acid (RA) receptor RXR was identified as a potential Twist1 cofactor in limb buds. Both RA signaling and Twist1 have been implicated in limb bud patterning, and the binding of both factors to the same genomic target sequence supports RXR as a candidate cofactor for Twist1 [4, 28]. In skeletal muscle, the bHLH transcription factor MyoD physically interacts with RXR to promote cell-type specific gene regulation, suggesting the possibility of a related or intersecting regulatory mechanism with Twist1 [24]. RREB1 binding sites are present in proximity to Twist1 occupied sites detected in ECC, limb buds, and PNST cells. RREB1 is expressed in developing tissues and cancer where it acts downstream of Ras and MAPK signaling Twist1 is required for K-Ras mediated progression of lung tumors, supporting a role for RREB1 in this regulatory interaction [29, 30]. In addition, RREB1 has been shown to interact and bind with bHLH factor NeuroD to enhance transcriptional activity [25, 30]. Thus Twist1 and RREB1 may act together in transcriptional regulation of genes activated by Ras-MAPK signaling in multiple tissue types. Together, these studies have uncovered candidate cofactors, previously demonstrated to interact with related bHLH factors, which may contribute to the cell-type specificity of Twist1 genomic occupancy and target gene regulation.

Increasing evidence implicates the Wnt signaling pathway as a key pathway active in developing heart valves and limb buds and also in disease states, such as cancer [31]. Twist1 genomic occupancy was observed in association with genes in the Wnt pathway in ECC and limb buds. In ECCs, Wnt/β-catenin signaling is required for EMT of the endothelial cells, and for proliferation of mesenchymal cells [32, 33]. In Twist1-null AVC and OFT, genes associated with the Wnt signaling pathway are significantly differentially regulated relative to control embryos [12]. Likewise, conditional deletion of the Twist1 target gene *Tbx20* in endothelial cells leads to reduced expression of Wnt pathway genes *Sfrp1* and *Fzd4* in ECCs [34]. The current study identified genomic sequences associated with *Sfrp1* and *Fzd4* occupied by Twist1 in ECCs, supporting an intersecting regulatory network for Twist1, Tbx20, and Wnt signaling in heart valve development. In developing limb buds, Wnt signaling is critical for limb bud outgrowth, while Wnt and RA signaling are required for proximal-distal limb patterning [35–37]. Here, we identify *Wnt5b* associated sequences bound by Twist1 and RXR in limb buds. In limb bud cartilage progenitors, RA and Wnt signaling pathways intersect, and Wnt5b promotes cell migration and inhibition of cell adhesion mediated by cadherins, which are often regulated by Twist1 [38, 39]. Additionally, mutations in Wnt/β-catenin signaling pathway genes have been identified in patients with neurofibromatosis type 1, and in vitro experiments in MPNST cells demonstrate that Wnt signaling promotes cell proliferation [40, 41]. Furthermore, Wnt signaling through Ror2 is linked with cell invasion and EMT in human osteosarcoma cells, and the same binding region, *Ror2-b*, was recently identified as a Twist1 target in both E10.5 AVC of the heart and developing limb buds [12, 42]. The identification of Twist1 binding regions in proximity to multiple genes associated with Wnt signaling suggests that Twist1 may regulate components of the Wnt signaling pathway in ECCs, limb buds, and PNST cells.

## Conclusions

This study examined Twist1 genomic occupancy in two murine developmental tissues (E12.5 ECCs and E10.5 limb buds) and a murine cancer cell line (PNST cells). Interestingly, little overlap between binding regions was observed in ECCs, limb buds, and PNST cells, although the predominant functions of Twist1 occupied genes, including cell adhesion and migration are similar in the three tissues. The specificity of Twist1 binding was confirmed for tissue-specific targets, while Twist1 binding in multiple tissues was detected for shared target genes, including four genes that represent core targets of Twist1 in multiple cell types. The molecular basis for the tissue-specificity of Twist1 binding remains to be determined. Interestingly RREB1 binding sites are located in proximity to Twist1 sites in the occupied regions detected in multiple tissues providing initial evidence for a core regulatory interaction. In addition, we provide evidence that Twist1 interacts with genes in the Wnt signaling pathway in ECCs, limb buds, and PNST cells. A limitation of our analysis is the focus on Twist1 genomic occupancy of expressed genes, which is indicative of Twist1 acting as a transcriptional activator, not repressor. However, the identification of tissue-specific targets and DNA binding mechanisms of genes potentially activated by Twist1 will aid in our understanding of its role in transcriptional hierarchies active in development and disease.

## Methods

### Ethics statement

All experiments involving animals were performed using experimental protocols and procedures reviewed and approved by the Cincinnati Children’s Hospital Medical Center Biosafety Committee and Institutional Animal Care and Use Committee.

### Chromatin immunoprecipitation (ChIP) sample isolation

FVBN (Taconic) wild-type mouse litters were generated from timed matings, where presence of the copulation plug was considered E0.5. Atrioventricular canal (AVC) ECC tissue from E12.5 embryos was dissected in 1X phosphate buffered saline (1XPBS) with tungsten needles and pooled from 10-12 individuals for each ChIP experiment [43, 44]. Forelimb bud tissue from 10-12 E10.5 embryos was isolated and pooled in 1XPBS. Mouse peripheral nerve sheath tumor (PNST) cells were cultured in DMEM medium (Gibco) containing 10% fetal bovine serum (FBS, Hyclone) and 1% penicillin-streptomycin (pen-strep, Invitrogen) [15, 45]. PNST cells were cultured in 100mm tissue culture plates, and cells from 1 plate were utilized for each experiment when they reached 80-90% confluency. Genomic DNA from ECCs, limb buds, and PNST cells was cross-linked and isolated according to manufacturer’s protocols (Magnify ChIP kit, Invitrogen). Crosslinked DNA complexes were sheared by sonication (Virsonic 60, Virtis, output of 5) 6 times for 5 seconds with a 2-minute refractory period on ice. Samples were sheared to a size of 150-250 basepairs (bp). ChIP was then performed according to the manufacturer’s protocol (Magnify ChIP Kit, Invitrogen). Immunoprecipitation was performed with anti-Twist1 (Sigma, T6451, 5 μg) [5, 33], anti-RREB1 (Santa Cruz, sc-138055, 5 μg) [25], and anti-RXR (Santa Cruz, sc-774, 5 μg) [46] or with the appropriate IgG control (Magnify ChIP Kit, Invitrogen, 492024, 5 μg).

### ChIP-seq

Approximately 5 litters of FVB/N AVC ECCS and limb buds and 2, 100 mm culture plates of PNST cells were isolated and pooled for ChIP-seq analysis. Each ChIP-seq sample yielded approximately 10 ng of DNA for sequencing with Illumina HiSeq2000. A single read genomic DNA library was generated using an IntegenX robot (Apollo 324) and PrepX DNA library kit (IntegenX 400040). NextGen high-throughput sequencing was performed on ChIP DNA fragments using an Illumina HiSeq2000 with 10 million raw reads per sample following the manufacturer’s protocols. Peaks were called using Model-based Analysis of ChIP-seq (MACS, v1.4.2) using the following parameters, band width = 300, and p-value cut off of 1.00e-05 relative to a whole mouse genome data set generated from wild type FVB/N mouse genomic DNA as a control. 50bp sequence reads were mapped to the mouse genome (NCBI Build 37, mm9) with Illumina gapped aligner Eland v2 and Bowtie to identify the nearest transcriptional start site upstream and downstream of the peak [47]. ChIP-seq datasets of unaligned reads and reads aligned to the genome for E12.5 ECCs, E10.5 limb buds, and PNST cells are available on the Gene Expression Omnibus (GEO, accession #GSE50111).

### *de-novo*motif analysis

In order confirm that E-box binding consensus sequences were enriched throughout the ChIP-seq datasets for E12.5 ECCs, E10.5 limb buds, and PNST cells *de-novo* motif analysis was performed using PscanChIP, which utilizes the TRANSFAC database, and MEME-ChIP, which utilizes the JASPAR database [18, 19]. Chromosomal coordinates for binding peaks following MACS analysis were used as input for PscanChIP analysis, and sequences of binding peaks following MACS analysis were used as input for MEME-ChIP.

### Gene expression data

Mouse gene expression datasets generated by Mouse Genome 430 2.0 Array (Affymetrix) and raw data files (.cel) were obtained from the GEO database for developing heart valves (E12.5 ECCs and E17.5 valves [GSE11040]), and developing forelimb buds (E10.5 forelimb buds and E13.5 forelimb buds [GSE30138]) [10, 20]. Raw Affymetrix microarray expression data (.cel) files were processed with GeneSpring v12.1 software with robust multichip average (RMA) analysis [5, 10]. Pairwise analysis was performed on datasets from the same GEO submission, E12.5 ECCs versus E17.5 valves, E10.5 forelimbs versus E13.5 forelimbs. Developmentally expressed genes were identified as genes present in E12.5 ECCs (≥1 fold expression in E12.5 ECCs v. E17.5 limb buds) or in E10.5 limb buds (≥1 fold expression in E10.5 limb buds v. E13.5 limb buds). These lists of probe sets associated with genes include genes expressed at both developmental stages or preferentially at the earlier stage, but do not include the genes expressed preferentially at later stages of valve or limb maturation. Genes enriched in human MPNST and mouse PNST cells, as compared to normal nerves for each species, were identified as described [14, 16]. These probe set expression lists were used for comparison to genomic sequences bound by Twist1, as determined by ChIP-seq.

Genes with Twist1 ChIP-seq peaks located within 50 Kb of the transcriptional start site (TSS) were compared to E12.5 ECC, E10.5 limb bud, and human MPNST/mouse PNST gene expression microarray lists using GeneSpring v12.1 software (Agilent). Genes associated with Twist1 ChIP-seq peaks for ECC, limb bud, and PNST cells within 50 Kb of a TSS were imported into GeneSpring for conversion of each gene into corresponding probe sets on the Mouse Genome 430 2.0 (Affymetrix) Array platform. Probe sets from ChIP-seq peak associated gene lists and corresponding tissue-specific probe set expression lists (ECCs, limb buds, and shared human MPNST/mouse PNST cells) were compared. Overlapping expression was represented in Venn diagrams and shared probe sets were identified. The genes associated with shared ChIP-seq probe sets and tissue-specific expressed probe sets were analyzed for Gene Ontology (GO) enrichment using ToppGene and PANTHER databases [26, 48].

### Analysis of ChIP-seq datasets

ECC, limb bud, and PNST Twist1 ChIP-seq peaks associated with genes that are expressed in each cell type were then compared with each other to identify peaks shared between datasets (ECC-Limb, ECC-PNST, Limb-PNST, and ECC-Limb-PNST) using IntersectBed from Nebula with a minimum overlap of 5% of the nucleotides in shared peaks [21]. Genomic sequences for each of the binding peak sequences (~50 bp to 750 bp in length) were obtained using Genomatix Software Suite v2.7. RegionMiner (Genomatix Software Suite v2.7, Release 4.7) was used to determine the enriched transcription factor-binding sites (TFBS) present in each data set. Peaks associated with expressed genes in ECC only, limb bud only, PNST only, ECC-Limb shared, ECC-PNST shared, and sequences shared in the three cell types (ECC-Limb-PNST) were extended +/- 200 bp. Transcription modules containing an E-box binding site plus another binding site with a z-score ≤ -2.0 within 40 bp of an E-box consensus site were identified. Lists of genes associated with Twist1 binding peaks unique to each cell type or shared among multiple cell types were examined for pathway identification and interactions using ToppGene Suite and GeneMANIA (http://www.genemania.org) [26, 49].

### Quantitative real-time PCR (qPCR) analysis of ChIP

Relative abundance of specific genomic sequences in eluted DNA from ChIP experiments was quantified by qPCR compared to normal rabbit IgG control as previously described [5]. qPCR amplification began with an initial denaturation step of 94°C for 3 minutes followed by 40 cycles of 94°C for 20 sec, annealing step for 30 seconds (annealing temperature was 55°C for all primer sets), 72°C for 30 seconds. Fold-enrichment was calculated relative to IgG control, which was set to 1.0. Primer sequences, distance of the binding peak from the nearest transcriptional start site, and annealing temperatures are listed in Additional file 11.

### Availability of supporting data

The data sets supporting the results of this article are available in the GEO database, [GSE50111].

## Electronic supplementary material

Additional file 1: **Table of E12.5 ECC Twist1 ChIP-seq peak determination by MACS analysis.** Twist1 ChIP-seq was performed in E12.5 ECCs and sequencing results were analyzed by MACS version 1.4.2 with default settings. 

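Each row of this table is 1 peak called by MACS in the ECC sample. The summit is the position with the most tags, tags are mapped reads in the peak after duplicates were removed, and fold enrichment compares the summit with the local background. The p-value column is 10 times the −log10 of the p-value, so that a larger number is a smaller p-value. In the text of the table available here, 1998 rows could be read, and all 1998 were identical to a row of the deposited ECC list. They came from 4 chromosomes, and had a median of 6 tags, a median fold enrichment of 27.61 and a median length of 174 bp.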

The table contains the peak chromosomal location (chromosome (chr), start, and end), length of peak, summit of peak, number of tags at peak location, p value, fold enrichment, distance from nearest downstream gene and gene name, distance from nearest upstream gene and gene name.

Additional file 2: **Table of E10.5 limb bud Twist1 ChIP-seq peak determination by MACS analysis.** Twist1 ChIP-seq was performed in E10.5 forelimb buds and sequencing results were analyzed by MACS version 1.4.2 with default settings. 

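Of this table, 1998 rows could be read, from 5 chromosomes (1, 10, 11, 12 and 13). Their median was 5 tags, with a median fold enrichment of 25.99 and a median length of 153 bp. Of the 1998 rows, 0 were identical to a row of the deposited limb bud list. By position, 682 of them (34.1%, 95% Wilson interval 32.1 to 36.2) were overlapped by a deposited limb bud peak, 263 (13.2%, interval 11.8 to 14.7) by an ECC peak and 147 (7.4%, interval 6.3 to 8.6) by a PNST peak. Random placement on the same chromosomes gave 11.1 ± 3.3 overlaps with deposited limb bud peaks (SD over 10000 shuffles, permutation test p = 0.0001, the smallest possible). No ECC or PNST peak overlapped 1708 of the rows (85.5%, interval 83.9 to 87.0). The limb bud values beside the text of the article are from the deposited list.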

The table contains the peak chromosomal location (chromosome (chr), start, and end), length of peak, summit of peak, number of tags at peak location, p value, fold enrichment, distance from nearest downstream gene and gene name, distance from nearest upstream gene and gene name.

Additional file 3: **Table of peripheral nerve sheath tumor (PNST) cell Twist1 ChIP-seq peak determination by MACS analysis.** Twist1 ChIP-seq was performed in PNST cells and sequencing results were analyzed by MACS version 1.4.2 with default settings. 

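The columns have the same meaning as for ECCs and limb buds, with tags as counts after the duplicate filter and the p-value as 10 times its −log10. All 1998 rows of the PNST table that could be read were identical to rows of the deposited PNST list. They lay on 6 chromosomes, with a median of 8 tags, a median fold enrichment of 15.17 and a median length of 149 bp.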

Table contains the peak chromosomal location (chromosome (chr), start, and end), length of peak, summit of peak, number of tags at binding peak location, p value, fold enrichment, distance from nearest downstream gene and gene name, distance from nearest upstream gene and gene name.

Additional file 4: **E-box containing motifs are significantly enriched in Twist1 ChIP-seq peaks for E12.5 ECCs, E10.5 limb buds, and PNST cells.** PscanChIP analysis E12.5 ECCs, and and MEME-ChIP analysis was performed on peaks for E10.5 limb buds, and PNST cells following MACS analysis. The position weight matrix of the most enriched E-box containing motif (underlined) with associated p-values in E12.5 ECCs and PNST cells and the e-value associated with E10.5 limb buds are represented.

Additional file 5: **Overlap of genes associated with Twist1 ChIP-seq peaks and genes expressed E12.5 ECCs, E10.5 limb buds, or PNST cells.** Venn diagrams are shown for A. Gene probe sets corresponding to genes expressed in E12.5 ECCs versus genes associated with binding regions within 50 Kb of a TSS from Twist1 ChIP-seq in E12.5 ECCs. B. Gene probe sets corresponding to genes expressed in E10.5 limb buds versus genes associated with binding regions within 50 Kb of a TSS from Twist1 ChIP-seq in E10.5 limb buds. C. Gene probe sets corresponding to genes shared between mouse PNST cells and human MPNST cells versus genes associated with binding regions within 50 Kb of a TSS from Twist1 ChIP-seq in PNST cells. Note that multiple gene probe sets are present for many genes in the microarray analysis.

Additional file 6: **The locations of Twist1 binding regions detected by ChIP-seq are typical for transcription factor binding.** A. The genomic locations of Twist1 binding regions detected by ChIP-seq were analyzed relative to the nearest transcriptional start site using Genomatix RegionMiner. ChIP-seq peak location analysis was performed for cell-type specific peaks (ECC only, limb bud only, and PNST only ChIP-seq peaks within 50 Kb of nearest TSS and expressed in the tissue of interest) and shared peaks (ECC-limb bud, ECC-PNST, and Limb-PNST that have E-box consensus sites).

Additional file : **Table of gene lists for the four most predominant gene ontology (GO) categories associated with Twist1 binding regions as determined by ChIP-seq in E12.5 ECCs.** The name and description of genes in the four gene ontology categories, cell-cell signaling, cell adhesion, cell morphogenesis, and neurogenesis, from the expressed genes associated with Twist1 binding regions within 50 Kb of a TSS in E12.5 ECCs. The presence of an E-box was not verified in this list. GO analysis was performed using ToppGene.

Additional file 8: **Table of gene lists for the four most predominant gene ontology (GO) categories associated with Twist1 binding regions as determined by ChIP-seq in E10.5 limb buds.** The name and description of genes in the four GO categories, kinase activity, cell migration, neurogenesis, and cytoskeletal proteins, from the expressed genes associated with binding regions within 50 Kb of a TSS in E10.5 limb buds. The presence of an E-box was not verified in this list. GO analysis was performed using ToppGene.

Additional file 9: **Table of gene lists for the four most predominant gene ontology (GO) categories associated with Twist1 binding regions as determined by ChIP-seq in PNST cells.** The name and description of genes in the four GO categories, cell adhesion, skeletal system development, cell recognition, and ventricular septum morphogenesis, from the expressed genes associated with binding regions within 50 Kb of a TSS in PNST cells. The presence of an E-box was not verified in this list. GO analysis was performed using ToppGene.

Additional file 10: **Twist1 ChIP-seq binding regions have distinct candidate cofactor consensus binding sites in ECC, limb buds and PNST cells.** Twist1 ChIP-seq binding regions associated with genes from the top four gene ontology (GO) categories for E12.5 ECCs, E10.5 limb buds, or PNST cells (Figure 2) were analyzed for the presence of an E-box adjacent to another transcription factor-binding site within 40 base pairs, defined as a module, using Genomatix RegionMiner. The table includes the module, number of peak sequences that contain the module, and module family information. Each cell type has different predicted transcription factor binding sites within close proximity to E-box consensus sites.

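The primer pairs of this table were searched in mm9 as exact matches facing each other within 1 Kb. Of the 27 pairs, 26 gave exactly 1 product and the Fzd8 pair gave more than 1. Product lengths were between 73 bp and 404 bp, and 20 of the 27 products held an E-box. Each region was also linked to a peak by its gene and the distance printed in the table, which was possible for 22 regions. On mm9, the product and the peak lay on the same chromosome for 22 of 22 regions. The product lay within 1 Kb of the peak for Litaf (chromosome 16, 10975399 to 10975504) and Fzd8 (chromosome 18, 9226198 to 9226348). For the other 20 regions, the gap between product and peak was between 50.1 Kb and 7148 Kb, and over all 22 regions the median gap was 422.7 Kb. The Ror2-a product lay on chromosome 13 from 53460453 to 53460625, in intron 5 of Sptlc1, and its start was 95.3 Kb from the start of the Ror2-a peak. The Ror2-b product spanned 53327219 to 53327335, in intron 1 of Ror2, and was displaced by 95.7 Kb. In all, 4 of 27 products lay in the gene named in the table.

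**Figure D3:**
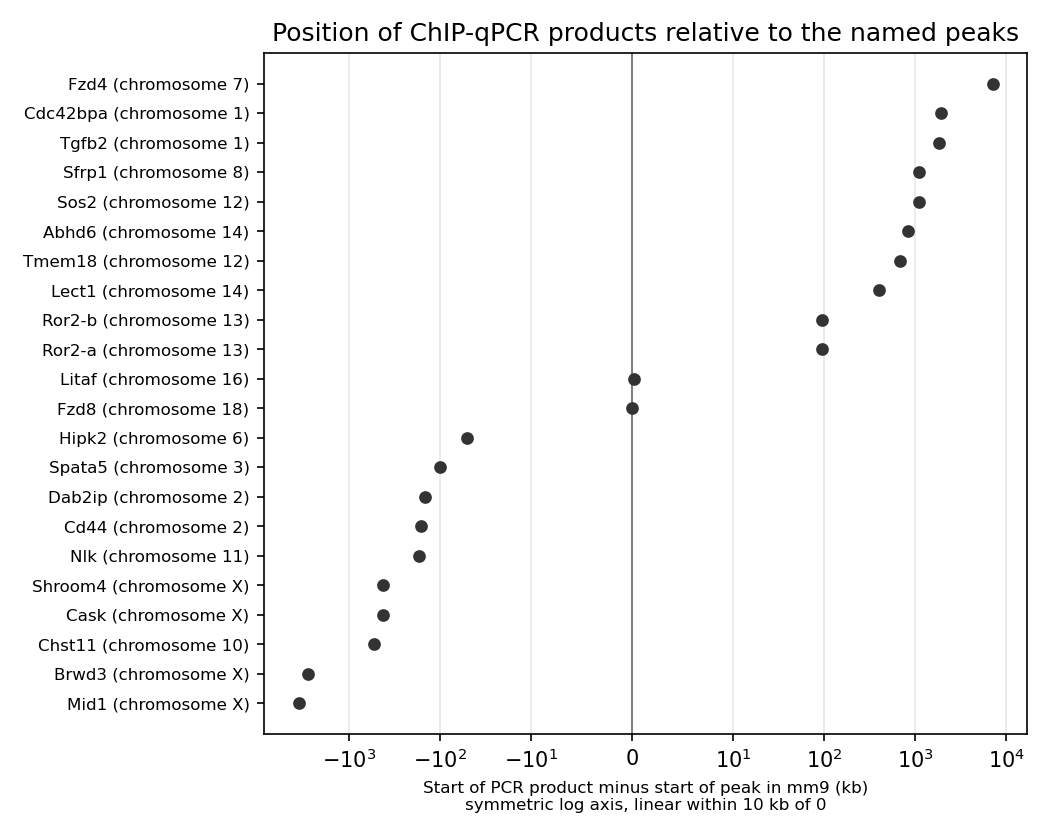
Start of each ChIP-qPCR product minus the start of the peak of its region in mm9, in Kb on a symmetric log axis that is linear within 10 Kb of 0, for the 22 regions with a peak. Each point is 1 region, with its chromosome. Litaf and Fzd8 lie next to 0, and the other 20 regions lie farther than 50 Kb from it.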

Additional file 11: **Table of Sequences of the primers used for ChIP-seq validation.** Sequences of primers used for sequence-specific qPCR following ChIP with anti-Twist1 and distance of corresponding peak from the gene TSS are shown.

How the deposited data were processed for this re-analysis (not part of the article)

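Twist1 ChIP-seq was performed in 3 samples, E12.5 ECCs, E10.5 forelimb buds and PNST cells, with 1 pooled sample for each tissue and no replicates. The authors sequenced single reads of 50 bp, named Eland v2 and Bowtie for mapping to mm9, and called peaks in each sample with MACS 1.4.2 at a p-value cut-off of 1e-05 and a band width of 300 bp. The deposited lists hold, for each peak, a count of tags after at most 1 tag was kept at each position, and these counts are not normalized for depth. The authors deposited the p-value of each peak from MACS as 10 times its −log10, so that 50 stands for a p-value of 1e-05. The fold enrichment in the deposited lists is the ratio of tags at the summit to the local background estimated by MACS. The other deposited columns are the peak length and summit position in bp, and the distances in bp to the nearest gene at lower and higher coordinates. The headers of the lists name no control file, and the methods name FVB/N genomic DNA as the control. Reads, the control library, the microarray expression lists and the output of PscanChIP, MEME-ChIP, Genomatix, ToppGene and GeneMANIA were not in the files analysed here.

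The header of each list gave 5702220 tags for ECCs, 23086861 for limb buds and 16760421 for PNST cells, and 3149934, 14893391 and 11823220 after the duplicate filter. Since the depth differs between samples and no sample has a replicate, tag counts were not compared between tissues by a test. A shallower sample detects fewer weak peaks, so a peak absent from 1 list can have been missed at that depth.

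Positions were used as deposited, in mm9, and no coordinates were converted. Peaks were counted over all sequences in the lists. A peak was shared when at least 5% of its length was overlapped by a peak of the other tissue. Following the labels of Figure 1B, limb bud peaks were counted for the ECC-Limb and Limb-PNST groups, ECC peaks for the ECC-PNST group and PNST peaks for the ECC-Limb-PNST group. The expected number of shared peaks came from 10000 shuffles of the counted peaks over the span of their own chromosome, with lengths kept and a fixed seed. Shuffles do not avoid gaps or unmappable sequence, and they are not matched for repeated sequence. Fold enrichment was compared between shared and tissue-only peaks by a permutation test of the medians with 100000 resamples. Shares were compared by Fisher’s exact test, and p-values of a family were adjusted by Benjamini-Hochberg. Peaks of 1 sample are not independent replicates. Shares carry 95% Wilson intervals.

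Genes were those named in the lists at a distance of at most 50 Kb on either side of a peak. Adhesion or migration genes and the other gene ontology lists were taken from Additional files 7, 8 and 9. E-box sites (5’-CANNTG-3’) were counted in the mm9 sequence of placed peaks and in 5 random regions of the same length on the same chromosome for each peak. The position of summits in introns, exons, promoters (1 Kb upstream of a TSS) and intergenic sequence was taken from protein-coding transcripts of GENCODE vM1. This comparison of locations was added after the peak lists had been seen. Intron numbers are those of the longest protein-coding transcript. The regions tested by ChIP-qPCR were assigned to a peak by the gene and the distance printed in Additional file 11, within 1 Kb, and the primers were searched as exact matches in mm9.

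The genes and sites named in the text were fixed by a rule before the lists were available: every gene of Additional file 11 and of Figure 3D, the 3 peaks with the highest fold enrichment within 50 Kb of a gene in each tissue, and the 5 regions shared by all 3 tissues with the most tags summed over tissues. Outside this rule, genes of Figure 3C were looked up because the paper names them. Cdh13, Plcb1, Podxl and Edil3 were named because each is on more than 1 adhesion or migration list.

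The alternatives changed 1 choice at a time. They were a p-value cut-off of 1e-10, a fold enrichment of at least 20, merging of peaks within 200 bp, a distance limit of 10 Kb, other overlaps (any overlap, a reciprocal overlap of 50%, a peak within 1 Kb), counting the peaks of the other sample, shifting the peaks of a tissue together by a random offset of 10 Kb to 1 Mb, only peaks within 50 Kb, tags per 100 bp in place of fold enrichment, shared peaks within 10 Kb counted once, a distance limit of 1 Kb in place of 5 Kb for peaks close to a gene, E-boxes within 50 bp of the summit or in the overlap only, a background 1 Kb to the side, only the nearer, upstream or downstream gene, and any peak within 50 Kb of a gene tested by ChIP-qPCR. Alternatives added after seeing the data were the removal of unplaced sequences, tags after the duplicate filter, distances to a TSS of GENCODE vM1, peaks in mostly single-copy sequence or without any repeated 32-mer, all gene types in the annotation, and peaks over the PCR product.

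The overlap and permutation code was tested on simulated peaks, at the start of each run. It found 192 of 192 planted overlaps with 0 false ones, the same as bedtools, and called 4 of 200 simulated peak sets without planted overlap and 5 of 200 simulated comparisons without a difference at a p-value of 0.05. Scripts were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0, pysam 0.24.0, Matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.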

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

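The peak lists held 312 ECC, 1301 limb bud and 279 PNST peaks on sequences that belong to mm9 but are not placed on a chromosome. These peaks were flagged because they show signal in sequences that the text of the paper does not mention. They made up 2.8% of ECC peaks, 2.7% of limb bud peaks and 3.7% of PNST peaks, but held 8.0%, 5.1% and 10.3% of the tags in peaks. The median unplaced peak had 11 tags in ECCs, 11 in limb buds and 20 in PNST cells, against 6, 10 and 8 tags for placed peaks.

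A candidate explanation is repeated sequence collapsed in the assembly, where reads from many copies pile up on the few copies that mm9 holds. It predicts that unplaced peaks are found in all 3 tissues more often than placed ones. Of unplaced peaks, 38.5% in ECCs, 9.6% in limb buds and 44.4% in PNST cells were overlapped by peaks of both other tissues, against 4.9%, 1.1% and 7.7% of placed peaks. This prediction was made only after these shares had been seen. Its other part, that these sequences have several copies, was not tested, because the reference holds unplaced sequence as separate contigs that do not carry the coordinates of these peaks. The pattern cannot be told apart from this explanation, and no biological explanation was tested. Leaving these peaks out moved the share of PNST peaks found in no other tissue from 81.5% to 83.1%.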

How the results depend on the processing

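The alternatives were set before the processed files arrived, except those said below to be added after seeing the data. Of 170 alternative values over 53 results, 105 were counted as the same, 60 moved, 2 became weaker, 1 became stronger and 2 reversed. A tested result counts as the same when its direction and its side of the threshold are kept, whatever its size. Of the 13 results that stayed the same in this sense under every alternative, 4 are the ratios of shared peaks to chance, 3 the differences in fold enrichment between shared and tissue-only peaks, and the others are the distance differences in limb buds and PNST cells, the adhesion or migration results in ECCs and limb buds, the E-box difference in ECCs and the PNST tag total. Leaving out replicates and a replicate block were not run because each tissue has 1 sample.

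Sizes did change among these. The ratio to chance went from 49.3 to between 43.7 and 300.2 for ECC-Limb, from 27.0 to between 23.9 and 340.7 for Limb-PNST, from 58.1 to between 49.3 and 645.9 for ECC-PNST and from 129.5 to between 94.7 and 754.9 for ECC-Limb-PNST, with the high values at a p-value cut-off of 1e-10. Under every alternative, shuffled positions were not matched for repeated sequence, so these ratios cannot by themselves show shared Twist1 binding. The ECC E-box difference went from −6.99 to −2.41 percentage points within 50 bp of the summit.

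A p-value cut-off of 1e-10 left 1137 ECC, 4410 limb bud and 624 PNST peaks (main values 10965, 48965 and 7538), 661, 2471 and 342 of them within 50 Kb, and 728, 2467 and 359 genes. It left 700 ECC-Limb, 465 Limb-PNST, 382 ECC-PNST and 382 ECC-Limb-PNST shared peaks. It also left 13 of the ChIP-qPCR regions with a limb bud peak matched by gene and distance (main value 20). The share found in no other tissue fell to 23.6% in ECCs, 65.9% in limb buds and 16.2% in PNST cells when the cut-off was applied to the tissue itself, so these shares depend on how many weak peaks each list holds. With the cut-off applied to the other tissues, the odds ratio of PNST adhesion genes with a peak in another tissue reversed from 2.17 to 0.56 (q = 0.42), on 16 genes, and neither value passed the test. A fold enrichment of at least 20 left 4948 limb bud and 1064 PNST peaks.

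A limit of 10 Kb left 3194, 13316 and 1920 peaks near a gene, and 2033 ECC-Limb, 1177 Limb-PNST, 547 ECC-PNST and 493 ECC-Limb-PNST shared genes. At 1 Kb, the excess of shared over tissue-only ECC peaks close to a gene reversed from 0.53 to −0.60 percentage points (q = 0.24), and neither value passed the test. Only peaks within 50 Kb gave 2037 ECC-Limb, 693 Limb-PNST, 383 ECC-PNST and 357 ECC-Limb-PNST shared peaks.

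A reciprocal overlap of 50% gave 430 ECC-Limb-PNST peaks and tissue-only shares of 75.2%, 93.7% and 85.1%. Counting a peak of another tissue within 1 Kb gave 52.3%, 85.2% and 72.8%. Both change how far apart summits of 1 region may lie.

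E-boxes within 50 bp of the summit differed from random regions by −1.09 percentage points in limb buds (q = 1.59e-05, stronger than the main −0.16) and by −0.061 in PNST cells (weaker than the main −1.41). With a background 1 Kb to the side, the PNST difference was −1.41 again, with q = 0.13 on fewer background regions. In the overlap of shared peaks only, which is shorter sequence, the E-box share was 38.1% for ECC-Limb, 30.6% for Limb-PNST, 26.9% for ECC-PNST and 25.4% for ECC-Limb-PNST.

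The following were added after seeing the data. Tags after the duplicate filter were 3149934 in ECCs and 14893391 in limb buds. Without unplaced sequences, the PNST share found in no other tissue was 83.1%. Among peaks in mostly single-copy sequence, that share was 58.4% of 550 ECC, 62.6% of 660 limb bud and 33.3% of 282 PNST peaks, and among peaks without any repeated 32-mer 91.7% of 133, 82.1% of 56 and 75% of 20. With all gene types annotated, promoters and exons held 7.17% of ECC only, 3.96% of Limb only, 2.64% of PNST only, 7.11% of ECC-Limb, 7.10% of Limb-PNST, 9.47% of ECC-PNST and 8.76% of ECC-Limb-PNST peaks. A peak lay over the PCR product of 1 region in ECCs, 0 in limb buds and 0 in PNST cells.

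Depth limits the lists unevenly. The limb bud list, from the deepest sample, holds most of the peaks, and an ECC peak can rest on 5 tags, so a peak found in 1 tissue only can have been below detection in another.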

Differences from the paper's values

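The paper’s read numbers are 3651572 for ECCs, 3282621 for limb buds and 9918784 for PNST cells, and the headers of the deposited lists give 5702220, 23086861 and 16760421 tags. With tags after the duplicate filter, a setting chosen after seeing the values, the ECC number was 3149934 and the PNST number 11823220, within 1.5 times of the paper’s, while the limb bud number was 14893391. No alternative for read numbers was set before the files arrived.

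The paper’s 10653 ECC peaks and 7259 PNST peaks equal the numbers on placed chromosomes, a setting chosen after seeing the values, and all sequences together hold 10965 and 7538. Within 50 Kb, the paper’s 6007 ECC and 3729 PNST peaks lay closer to all sequences (6012 and 3728). Placed chromosomes alone gave 5975 and 3714. The paper’s number of limb bud peaks is 8316, and the deposited list holds 48965. With a p-value cut-off of 1e-10 there were 4410 peaks, with a fold enrichment of at least 20 there were 4948, and with peaks within 200 bp merged there were 46618, so none of the alternatives set before the files arrived closed the gap. Within 50 Kb, the paper’s limb bud number is 4514 and the deposited list gives 25975. A limit of 10 Kb gave 13316 peaks, the upstream gene only 20771, the downstream gene only 20870 and a p-value cut-off of 1e-10 gave 2471, and none of these closed the gap.

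For shared peaks, the paper’s ECC-Limb number is 1237, and 3726 limb bud peaks were overlapped by ECC peaks here. None of the alternatives set before the files arrived closed this gap. The nearest were 2037 peaks with only peaks within 50 Kb and 700 with a p-value cut-off of 1e-10. The paper’s Limb-PNST number is 722, against 1278. A reciprocal overlap of 50% gave 965 and only peaks within 50 Kb gave 693, both within 1.5 times of the paper’s value, while any overlap (1288), counting PNST peaks (1300) and a p-value cut-off of 1e-10 (465) were not.

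The paper states that E-box motifs were enriched in each data set. The share of peaks with an E-box was below that of random regions in ECCs (54.7% against 61.7%), and differed by −0.16 percentage points in limb buds and −1.41 in PNST cells. Counted per length, the direction was the opposite, with 5.67 E-boxes per Kb in ECC peaks against 5.43 in random regions, 5.61 against 5.37 in limb buds and 5.45 against 5.40 in PNST cells, and these densities were not tested. Random regions were not matched for GC content or repeated sequence, so neither count decides whether Twist1 binds at E-boxes. The paper finds an E-box in 138 of 205 ECC-Limb regions of expressed genes. Over all shared peaks on placed chromosomes, the shares were 49.5% for ECC-Limb, 36.5% for ECC-PNST, 41.1% for Limb-PNST and 33.0% for ECC-Limb-PNST. It describes E-boxes in the shared regions of Litaf, Ror2-a and Spata5, where the peaks held 0 here.

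The paper names Lect1, Shroom4 and Brwd3 as ECC-specific regions, and limb bud peaks were found at all 3. At the regions it names as limb bud-specific, ECC peaks were found at Sos2, Tmem18 and Abhd6 and PNST peaks at Tmem18 and Abhd6. ECC and limb bud peaks were found at the Cd44 region named as PNST-specific. For these regions the paper also relies on ChIP-qPCR in triplicate. No peak of any tissue lay over a PCR product of the 9 regions of Figure 4, so peaks and ChIP-qPCR measured different positions. The limb bud peaks are from the deposited list, which overlapped only 34.1% of the readable rows of Additional file 2. The paper gives these tissue-specific regions as the highest by fold enrichment among E-box regions of expressed genes. Peaks of the named tissue held 0 E-boxes at Lect1, Shroom4, Brwd3, Tmem18, Abhd6 and Cask, and ranks by fold enrichment without those filters ran from 40 of 25975 (Abhd6) to 5458 of 6012 (Lect1). The ECC-Limb region of Mid1 also had PNST peaks. Of the limb bud Wnt regions of Figure 6B, 2 of 7 had a limb bud peak within 1 Kb of the stated distance.

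In Figure 3D the paper places Ccng2, Hecw1 and Rad51c in the ECC-PNST group, and each had an overlapping limb bud peak as well. Of the 37 genes of Figure 3C, 28 had overlapping ECC and limb bud peaks, and Dnahc7a and Peak1 were named by no peak within 50 Kb. The paper describes the Cdc42bpa region as intronic, and its peak was intergenic in GENCODE vM1. It describes ECC-PNST and Limb-PNST regions of expressed genes as more evenly distributed among genomic regions. Without the expression filter, 2.6% of ECC-PNST and 1.7% of Limb-PNST peaks lay in exons, with the same shares in promoters.

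The paper describes the adhesion or migration genes as unique to each tissue. Its lists for ECCs and limb buds have 4 genes in common and those for ECCs and PNST cells 1, so few genes were on more than 1 list. Of the listed genes with a peak in their own tissue, 108 of 120 in ECCs (90%), 62 of 90 in limb buds (68.9%) and 15 of 16 in PNST cells (93.8%) also had a peak within 50 Kb in another tissue. For the other genes with a peak, the shares were 88.3% (q = 0.71), 46.8% (q = 8.71e-05) and 87.4% (q = 0.71), so only the limb bud list differed from them. That list came from the paper’s limb bud peaks, which differ from the deposited ones, so its genes had a peak in both. The other limb bud lists had shares of 65.5%, 59.5% and 47.6%, so a higher share was not limited to migration genes.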

Other observations

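Across these observations and the flagged peaks, 13 explanations were tested. The predictions for 3 of the tests were written before their result was seen, and those for the other 10 only after. The tests written before are the copy number and E-box tests of strong shared peaks and the test of dinucleotide runs.

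Most peaks lay in sequence present at more than 1 place in the genome, which the paper does not report. Each 32-mer of a placed peak was looked up in mm9. More than 50% of the 32-mers were repeated in 94.8% of ECC peaks, 98.6% of limb bud peaks and 96.1% of PNST peaks, against 15.5%, 15.6% and 15.8% of random regions of the same lengths. The readable limb bud peaks of Additional file 2 had a share of 94.0%. A candidate explanation is that reads of repeated sequence were kept when the reads were mapped, and the smallest excess over random regions was 79.4 percentage points. This excess restates the pattern itself, so it cannot tell this explanation from others. A tissue-specific property of Twist1 binding would predict shares that differ between tissues, and their range was 3.78 points. Since every share was at least 94.8%, a wide range was hardly possible, and this value cannot decide the question. Both predictions were made after the shares had been seen. Whether Twist1 binds repeated sequence cannot be told from peak lists without a control library.

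Whether the repeated sequence bears on the share of peaks found in 1 tissue only could not be settled. If reads of repeated sequence were placed at different copies in each sample, peaks in repeated sequence might be found in 1 tissue only more often than other peaks. Peaks with mostly repeated 32-mers were found in 1 tissue only in 67.2% of ECC, 91.8% of limb bud and 85.1% of PNST peaks, and peaks in mostly single-copy sequence in 58.4%, 62.6% and 33.3%, so the smallest difference was 8.82 percentage points. A stricter definition, peaks without any repeated 32-mer, was run first and gave 91.7%, 82.1% and 75%, on 133, 56 and 20 peaks. The mostly single-copy definition was chosen after that result. In limb buds and PNST cells both definitions gave lower shares than the repeated peaks, but in ECCs they point in opposite directions. From below 2 copies to 1000 or more, the share rose from 62.5% to 94.1% in limb buds and from 33.5% to 89.1% in PNST cells. In ECCs it lay between 58.4% and 68.9%, without a steady rise. For the 3 tissues together, the explanation can therefore be neither kept nor excluded.

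Peaks shared by all 3 tissues had more tags than tissue-only peaks, with medians of 17 and 8 tags among placed PNST peaks. Sequence present in many copies in mm9 predicted more repeated sequence in the shared peaks. The share of PNST peaks made mostly of repeated 32-mers was instead 75.8% among shared and 98.4% among PNST only peaks, a difference of −22.68 percentage points. This test counts only the copies that mm9 holds, and repeats collapsed in the assembly would look like sequence of few copies. Such repeats are therefore not excluded, and 75.8% is still above the 15.8% of random regions. Twist1 binding at E-boxes predicted more E-boxes per Kb in the shared peaks, and the ratio of shared to PNST only density was 0.66 (3.78 against 5.72 per Kb). Another explanation not excluded is that no control library was used when the peaks were called, so that a pile-up present in any DNA library could have been called in every tissue. The headers named a control file in 0 of the 3 lists, which is consistent with it but was known when the prediction was made. A direct test needs the control reads, and the pattern cannot be told apart from either of these technical explanations.

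Simple-sequence repeats in the reference predicted that long runs of a repeated dinucleotide are more common in peaks. A run of at least 20 bp of CA or TG was present in 1.502% of ECC, 1.41% of limb bud and 0.40% of PNST peaks, against 2.05%, 1.67% and 1.57% of random regions. The difference was below 0 in each tissue, and the closest to 0 was −0.26 percentage points, in limb buds. Other simple repeats were not counted, so these values bear only on runs of CA or TG.

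The deposited limb bud list held few of the limb bud peaks printed in Additional file 2. Of 1998 readable rows, 34.1% were overlapped by a deposited limb bud peak. A difference in sequencing depth would leave most rows inside the larger list, and most were not. A mislabelled sample was tested by comparing equal numbers of peaks. The strongest deposited limb bud peaks overlapped 370 rows, against 263 for as many ECC peaks, and 321 rows against 147 for as many PNST peaks. The smaller difference was 107 rows in favor of limb buds. The ECC and PNST peaks were not selected for strength, and strong peaks were shared between lists more often. The comparison therefore favored limb buds, and a mislabelled sample is not excluded by it. Both predictions were made after the overlap had been seen. The reads that would show whether the lists come from different sequencing runs or different processing were not in the files analysed here.

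The distances to the nearest gene, which the paper takes as distances to a TSS, may be distances to the nearest exon edge. The position at the smaller distance from the peak start fell within 3 bp of an exon edge of GENCODE vM1 for 85.6% of ECC, 86.0% of limb bud and 85.9% of PNST peaks, and within 3 bp of a TSS for 16.3%, 16.9% and 17.4%. When the positions were moved by 10 Kb, at most 0.26% fell on an exon edge. This prediction was made after the first distances had been looked at. Measured to a TSS of GENCODE vM1, 5317 placed ECC peaks, 22534 limb bud peaks and 3073 PNST peaks lay within 50 Kb.

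The PCR products of 20 of the 22 regions of Additional file 11 with a peak lay more than 1 Kb from that peak in mm9, and the median gap over the 22 regions was 422.7 Kb. Primers designed on another assembly at the coordinates of the peaks could give such displacements, and would displace neighbouring regions by the same number of bases. Of 3 pairs of regions less than 10 Mb apart, the displacements differed by no more than the length of a peak in 1. These were Shroom4 and Cask on chromosome X, with displacements of −422829 and −422855 bp and peaks 7.3 Mb apart. The displacements of Ror2-a and Ror2-b were 95268 and 95656 bp, a difference of 388 bp with a longer peak of 229 bp, and those of Tgfb2 and Cdc42bpa differed by 106219 bp. Another assembly was not available to place the products on, so this explanation cannot be told apart from others. Primers that match repeated sequence would give several products, and 1 of the 27 pairs gave more than 1. Both predictions were made after the positions had been seen.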
